# Sample matching by inferred agonal stress in gene expression analyses of the brain

**DOI:** 10.1186/1471-2164-8-336

**Published:** 2007-09-24

**Authors:** Jun Z Li, Fan Meng, Larisa Tsavaler, Simon J Evans, Prabhakara V Choudary, Hiroaki Tomita, Marquis P Vawter, David Walsh, Vida Shokoohi, Tisha Chung, William E Bunney, Edward G Jones, Huda Akil, Stanley J Watson, Richard M Myers

## Abstract

**Background:**

Gene expression patterns in the brain are strongly influenced by the severity and duration of physiological stress at the time of death. This agonal effect, if not well controlled, can lead to spurious findings and diminished statistical power in case-control comparisons. While some recent studies match samples by tissue pH and clinically recorded agonal conditions, we found that these indicators were sometimes at odds with observed stress-related gene expression patterns, and that matching by these criteria still sometimes results in identifying case-control differences that are primarily driven by residual agonal effects. This problem is analogous to the one encountered in genetic association studies, where self-reported race and ethnicity are often imprecise proxies for an individual's actual genetic ancestry.

**Results:**

We developed an Agonal Stress Rating (ASR) system that evaluates each sample's degree of stress based on gene expression data, and used ASRs in *post hoc *sample matching or covariate analysis. While gene expression patterns are generally correlated across different brain regions, we found strong region-region differences in empirical ASRs in many subjects that likely reflect inter-individual variabilities in local structure or function, resulting in region-specific vulnerability to agonal stress.

**Conclusion:**

Variation of agonal stress across different brain regions differs between individuals, revealing a new level of complexity for gene expression studies of brain tissues. The Agonal Stress Ratings quantitatively assess each sample's extent of regulatory response to agonal stress, and allow a strong control of this important confounder.

## Background

Comparing cases and controls is one of the most widely used methods in genetic and epidemiological research to identify disease risk factors at the population level. From the study design standpoint, to maximize the power of detecting a true effect it is important to understand the major sources of phenotypic variation, and to minimize sample heterogeneity accordingly. Furthermore, to reduce the number of spurious positive findings due to confounding factors, it is important to match cases and controls on "well-established determinants" [1] that are not themselves the variables of direct interest. In practice, however, it is often difficult to declare *a priori *which variables, out of many that are examined, are the *established *risk factors. Occasionally, the major factors affecting the phenotypic outcome may be truly strong and well known, such as cigarette smoking as a risk factor for lung cancer, or older age for Alzheimer's disease. In most other situations, however, particularly those concerning multifactorial diseases such as cancer and psychiatric disorders, there are usually numerous contributing factors for the observed phenotype, but their relative importance is not always known beforehand. While many case-control studies automatically include age and gender in sample matching, additional variables that are important for the phenotype need to be chosen on a case-by-case basis, and sometimes only after the data have been collected and analyzed. In genetic association studies, for example, the ancestral background of human subjects can have a strong confounding effect [for example, [2-5]]. A parallel situation exists for gene expression analyses involving the use of postmortem samples, where tissue pH and near-death physiological stress can exert a major influence on the inter-individual variation of expression patterns [6,7]. The impact of pH/agonal stress is so strong that it often far outweighs the influence of all other factors, including age and gender, and can obviate the detection of the impact of the illness. Because of this, more and more gene expression studies in recent years take special precaution to match samples by pH and agonal factors, just as a well designed genetic study seeks to balance cases and controls by self-reported racial identity or continental ancestry.

Despite the widespread use and general success of these sample matching strategies, the risk of residual confounding remains. The key pH-sensitive genes or pathways, such as components of mitochondrial electron transport chain and proteasome genes, are highly variable between samples [8], and often appear as the top findings in microarray-based case-control comparisons of brain samples. For example, while several studies have reported down-regulation of mitochondrial transcripts in schizophrenia [9] and bipolar disorder [10], others have reported up-regulation [11,12]. The samples used by Prabakaran et al. [9] had a slight case-control difference in pH, but many more controls than cases died of cardiac events [13]. Further analyses of the same RNA samples suggested that most of the findings that implicate mitochondria genes could be explained by effects of medication. Interestingly, the samples used in Sun et al. [10] were not balanced in pH, although the clinical condition appeared to be balanced. These conflicting results suggest that the role of pH-sensitive, stress-related genes in psychiatric disorders is still unresolved. Similarly, in the parallel example of genetic association studies, several recent analyses have highlighted the need for more stringent controls for the very strong genetic confounders [3,4]. In studies involving highly diverse populations, many human subjects are admixed at the individual level, that is, they carry genetic material derived from several founding populations. For such individuals, a single self-reported racial or ethnic descriptor such as "African American" or "Hispanic" is no longer adequate for representing the proportional contribution from multiple ancestral origins. It has become more desirable, and in fact feasible, to infer the individual admixture ratios from the observed genetic data [14-16], and to apply these empirically derived ratios in *post hoc *sample matching [17,18]. In effect, what was initially a sample classification problem, in which subjects are categorized into discrete ethnic groups, has been turned into a "grades of membership" problem [19], in which individual samples are scored on one or several continuous variables. These continuous variables can be used for sample selection, case-control matching, or as a new covariate in regression analyses, stratified analyses, or ordered subset analyses [20-22]. The empirically derived ancestral ratios may be more effective for mitigating the impact of confounding, because they can be more accurate than self-reported ancestry, as the former are derived from the genetic data *per se*, and are less susceptible to survey errors or recall bias.

In this study, we applied a similar strategy to an ongoing gene expression study in which we compare postmortem brain tissues between normal controls and subjects who suffered from major depression, bipolar disorder, or schizophrenia. In a previous report [6], we described a classification-based analysis in which gene expression patterns in most subjects can be assigned to one of two main types: one from a low-pH, highly stressed group of samples, named "Type 2", and the other from a normal-pH, low-stress group of samples, named "Type 1". These two prototypes of expression patterns can be distinguished by strong and systematic changes in several biological pathways, including genes involved in energy metabolism and stress response. Since that report, we have increased the scope of our investigation from three brain regions in 40 subjects to six regions in up to 126 subjects (some regions were studied in fewer than 126 subjects). In carrying out case-control analyses, we found that even among the supposedly "purified" subset consisting of only the Type 1 samples, some residual heterogeneity in pH/agonal stress may still be driving the case-control comparison results, largely because of the overwhelming impact of agonal stress. Meanwhile, the pH- and stress-related genes that we and others have characterized continue to appear in the literature as among the top gene expression findings in comparative studies for a variety of diseases and conditions [9,23]. This experience motivated us to seek finer control of this obscuring variable by characterizing sample heterogeneity in greater detail. Specifically, we refined our previous dichotomous classification scheme to one that evaluates group-membership by quantitative ratings. A second rationale for pursuing this study came from the recognition that pH values are typically measured in one or two brain regions (in our case, cerebellum), whereas disease-related changes in gene expression are expected to occur in numerous brain regions. There is no *a priori *reason to assume that altered pH and agonal factors would impact all these brain regions in a uniform manner. Consequently, sample matching based on a parameter derived from a single brain area or the entire brain may not be reliable for all regions examined, whereas gene expression data for individual regions can be used to assess specific regional patterns of agonal stress.

To this end, we developed Agonal Stress Rating (ASR), a quantitative system that measures the degree of stress of each RNA sample on a continuous scale based on gene expression data. We examined the relationship between ASRs and conventional *pre hoc *indicators such as pH and clinically derived Agonal Factor Scores (AFS), compared the stress ratings across six brain regions, and assessed the performance of different sample matching strategies. We also developed rigorous data pre-processing methods, compared different options of defining the ASRs, evaluated the robustness of ASRs in terms of the between-lab and between-platform reproducibility, and explored several related analysis algorithms.

## Results

### Systematic technical variation and data processing strategies

Before we begin to characterize biological confounding factors, non-biological sources of variation must be identified. The microarray data used in this study were collected in multiple experimental batches, representing the mixed use of two types of Affymetrix Genechips (U133A/B and U133Plus_2), experiments run at three laboratories (at UC Irvine, UC Davis, and University of Michigan), RNA samples from six brain regions (AnCg, DLPFC, AMY, HC, CB, and NACC), and six cohorts of approximately 20 subjects each (four Mood Disorder Cohorts and two Schizophrenia Cohorts), for up to 126 subjects, about half of which were normal controls, the other half were cases of major depression, bipolar disorder, or schizophrenia. 

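Gene expression was followed in 6 brain regions, which were the anterior cingulate cortex (AnCg), dorsolateral prefrontal cortex (DLPFC), amygdala (AMY), hippocampus (HC), cerebellum (CB) and nucleus accumbens (NACC). The deposited values came from 1218 arrays of 126 subjects, with 201 arrays in AnCg, 290 in DLPFC, 139 in AMY, 194 in HC, 169 in CB and 225 in NACC. Of these, 838 were U133A arrays and 380 were U133Plus_2 arrays. The authors deposited one log2 value per probe set and array, on probe sets redefined from Unigene Build 176. The paper names RMA for this step, while the notes of the submitters name GCRMA and give no version. Values ran from 0.12 to 15.62 with a median of 3.69. The median of an array ranged from 3.59 to 4.34 in AnCg, 3.21 to 4.08 in DLPFC, 3.49 to 4.14 in AMY, 3.51 to 4.21 in HC, 3.84 to 4.63 in CB and 3.61 to 4.49 in NACC.

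The 58 arrays labelled Outlier were left out, as were 2 HC arrays without a block, and 1158 arrays were used. They came from 108 subjects in AnCg, 124 in DLPFC, 69 in AMY, 96 in HC, 105 in CB and 99 in NACC. Of the gene probe sets, 12652 were tested, 11350 of them carrying 1 gene symbol, and 14 were set aside beforehand to protect the donors. Each gene was centred on the median of its block. The Agonal Stress Rating (ASR) of each array was the correlation with the mean of the Type 1 end minus the correlation with the mean of the Type 2 end, from 25% of genes, so that a high ASR marks low stress. Gene effects are given as a slope, the log2 change per unit of the mean ASR of the subject in the other regions, with its standard error (SE). Calls were made by limma at an adjusted p under 0.05, and the number of arrays limits the precision of every value.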

Cohort assembly, tissue dissection and RNA extraction took place in multiple stages, typically several months apart. The RNA samples were labeled and hybridized one cohort at a time, one region at a time, in two or three laboratories (called "Sites", not to be confused with the six brain regions) separately. As a result of these technical variabilities, the entire dataset contained systematic differences between sites, chip types, and sometimes, cohorts, although the cohort-cohort technical differences are blended with genuine sample-sample differences across cohorts. This type of technical variation warrants careful scrutiny, and must be adequately controlled to ensure the accuracy of analyzing biological differences.

After array scanning and Affymetrix Genechip data summary (a computational process that combines data from multiple oligonucleotides probes designed to interrogate a given transcript to obtain a single expression value for that transcript, see Methods for more details), we examined chip-to-chip similarity in each region by plotting the pairwise correlation matrices as color-coded heatmaps, where red indicates high similarities between pairs of chips, blue indicates low similarity, and the samples are ordered by site and by cohort. Figure 1a showed one such correlation map for 201 AnCg chips produced by using logged intensities of all 12,734 Refseq gene-based probe sets on the U133A chip. In this example, as is the case for other brain regions, we analyzed data from two sites in our Consortium for six cohorts, representing 12 naturally occurring experimental batches. Figure 1a shows that the observed patterns aggregate in rectangular "blocks" of high correlation, indicated in red, corresponding to samples that are highly similar to each other in gene expression patterns. 

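In AnCg the median correlation over 12652 gene probe sets was 0.984 between arrays of the same block and 0.976 between arrays of different blocks. Of the same-block pairs, 75.0% lay above the median of the other pairs. After block-median centring the medians were 0.0143 within blocks and 0.00644 between blocks. The pairs share arrays and are not independent, so no p is given.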

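The deposited records assigned the 201 AnCg arrays to 7 blocks and to 12 batches of site, chip type and cohort. None of the 12 batches was divided between blocks, and none of the 7 blocks held arrays of more than 1 site.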

Importantly, the block-block partition coincides with the natural boundaries of experimental batches. Not all experimental batches can be definitively separated from each other; typically the 12 batches can be adequately described by 5–9 blocks, as sometimes two adjacent cohorts from one site form a single indistinguishable group, mostly due to relatively homogeneous technical conditions shared across these cohorts. 

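For the gene probe sets of the other regions, median correlations within and between blocks were 0.976 and 0.969 in DLPFC, 0.977 and 0.974 in AMY, and 0.971 and 0.961 in HC. They were 0.989 and 0.979 in CB and 0.978 and 0.965 in NACC. The records listed 7 blocks in DLPFC, 3 in AMY, 8 in HC, 15 in CB and 8 in NACC. No batch was divided between blocks in HC or NACC, while 2 of 14 were in DLPFC, 2 of 10 in AMY and 10 of 10 in CB. In AMY 2 of the 3 blocks, and in CB 1 of the 15, held arrays of more than 1 site.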

In all, block-like structures are seen in every brain region, and almost always correspond to experimental batches, suggesting that they arose from changes in reagents, hybridization protocols, chip types, or scanning conditions.

**Figure 1:**
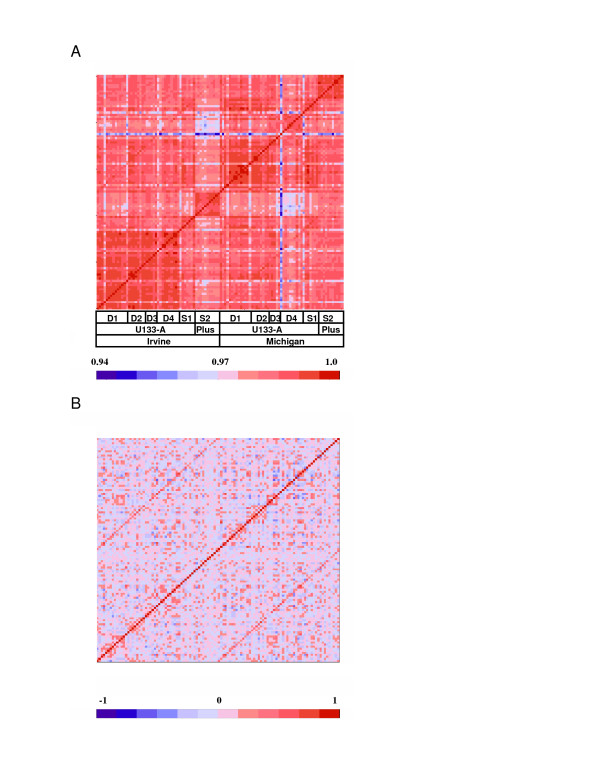
**Technical "block" effects due to cohort, chip-type, and laboratory (site)**. a. A color-coded correlation matrix among 201 AnCg samples. Red indicates high correlation between pairs of samples; blue indicates low correlation. Samples were ordered by technical batches, which in turn were defined by Cohort, Chip Type, and Site, as indicated below the heatmap. Throughout this paper the sample order in correlation heatmaps is the same from left to right as from bottom to top. Pearson's correlations were calculated by using all U133A transcripts. Rectangular "blocks" of high correlation, indicated in red, correspond to samples that are highly similar to each other in gene expression patterns. These block-block partitions coincide with the natural boundaries of experimental batches as indicated below the heatmap. D1 through D4 indicate Depression Cohorts 1 to 4, while S1 and S2 indicate Schizophrenia Cohort 1 and 2. b. The same correlation matrix after removing the block effect by median centering each block. The diagonal line of high values are self-self correlations, but the two off-diagonal lines of relatively high correlation values are between replicate chips for the same samples ran at two sites. The sample order and block partitions are the same as in 1a.

At least two other lines of evidence suggest that the "blocks" are derived from technical variation between experimental batches rather than due to genuine biological differences between samples in different cohorts. First, when we set aside data for all human transcripts, and plot chip-chip correlations by using only the 68 Affymetrix control probe sets, which target spiked-in *E. coli *transcripts, the data still exhibit the same block structure as seen with the use of all genes [see Additional File 1, figure 1a], indicating that technical factors play a major role in delineating the blocks. 

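Of the 68 control probe sets, 45 targeted bacterial and phage transcripts and 23 targeted human sequences, among them GAPDH, ACTB and ribosomal RNA. In AnCg the median correlation over all 68 was 0.990 within blocks and 0.949 between blocks. With the 45 bacterial and phage probe sets alone the values were 0.999 and 0.998, and 75.4% of same-block pairs lay above the median of the other pairs. In HC the same 45 gave 0.998 and 0.993, with 91.2% above, and in CB 0.999 and 0.997, with 81.1% above. NACC had 80.2%, DLPFC 58.8% and AMY 56.1% of same-block pairs above that median. With all 68 control probe sets, different blocks had medians of 0.946 in DLPFC, 0.895 in AMY, 0.940 in HC, 0.947 in CB and 0.922 in NACC. From the block structure of the control probe sets, the paper reasons that technical factors have a major part in setting the blocks apart.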

Secondly, when we re-ran all samples on a custom 711-gene Illumina Beadarrays in a validation experiment that was done at one site and randomized samples across cohorts and regions, we did not observe the block-like separation between cohorts [see Additional File 1, figure 1b], suggesting that biological differences between cohorts made a minor contribution, if any at all, to the observed "blocks".

The correlation matrices not only provide a means to visualize sample heterogeneity, but also allowed us to define a most parsimonious set of blocks for each region for the purpose of data normalization. To adjust for the block effect, we subtracted from each sample's logged expression value the median value of the block, and did so for each block and for every transcript. For example, for each gene, expression values for all Block 1 samples would subtract the median value of Block 1, and likewise for all other blocks, such that after the centering, the median of each block is at zero, effectively transforming the original data into the deviations from the block medians, in a procedure that is similar to adding a Block factor as a categorical variable in robust linear modeling (particularly the median polish method). The goal of this procedure is to remove a block-wide fixed factor, most of which, as we argued above, came from technical sources. The benefit of this adjustment, particularly the assumption of a fixed block-specific effect, can be evaluated by an objective criterion: how well the adjusted data increase the technical reproducibility of the same samples that were run at two or more sites. 

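AnCg RNA of 92 subjects had been hybridized at UC Irvine and at the University of Michigan. As deposited, 2 arrays of the same subject at different sites correlated with a median of 0.988, against 0.976 for arrays of different subjects. Centred on block medians, the same subject had a median r of 0.524 (SD 0.183, 92 subjects) and different subjects 0.00358. Of the 92 subjects, 98.9% lay above the median of different subjects after centring, compared with 93.5% before it. Centred values of the same subject had medians of 0.692 (SD 0.169, 96 subjects) in HC, 0.484 (SD 0.158, 57) in CB, 0.470 (SD 0.189, 72) in NACC and 0.469 (SD 0.189, 98) in DLPFC. In AMY the median was 0.290 (SD 0.244, 66 subjects), and it was 0.580 (SD 0.138) when values were centred on batches of site, chip type and cohort. Batch centring gave 0.493 (SD 0.168) in CB.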

We found that after removing the block effect by median centering, we improved the between-site similarity for replicate chips run at multiple sites (Figure 1b). 

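NACC RNA of 27 subjects of 1 cohort had been run on a U133A and a U133Plus_2 array each. Over the 12652 gene probe sets, block-centred values of the same subject on the 2 chip types correlated with a mean r of 0.551 (SD 0.163, n = 27), the lowest being 0.252. Arrays of different subjects had a mean r of 0.00403 (SD 0.180, 702 pairs). As deposited, the means were 0.976 for the same subject and 0.955 for different subjects.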

For samples that were run on both the U133A and the U133Plus_2 chips, removing a fixed between-chip-type effect produced satisfactory agreement between the two chip types [see Additional File 1, Figure 1c].

Although the systematic differences between blocks can be adjusted in this way, the assumption of a fixed effect is not expected to hold for all genes in all samples equally well. Other types of variation, including within-block heterogeneity, however, are not readily discernible in the data, and are probably impossible to control. Our analysis showed that a major portion of the between-block differences have been accounted for by a fixed technical effect affecting all samples within the block, for most of the genes studied. In the example of 201 AnCg chips, the median proportion of variance explained by the "block" factor, across all 12,734 genes, is 2.5% of the total variance. 

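In AnCg the block factor took up a median of 29.4% of the variance over 12652 genes, with quartiles of 19.0% and 40.8%, at 6 and 194 degrees of freedom. By gene group, the median share was largest for glutamate receptors and postsynaptic density genes at 33.5%, followed by oxidative phosphorylation at 31.7% and ribosomal proteins at 30.1%. Proteasome subunits had 27.9%, cerebellar neuron markers 27.5%, synaptic vesicle genes 26.5%, vacuolar ATPase 23.3%, glycolysis and TCA cycle enzymes 22.2%, GABA system genes 22.2% and forebrain neuron markers 21.0%. Immune genes had 18.4%, neuron markers 17.9%, astrocyte markers 17.9%, oligodendrocyte markers 17.4%, endothelial markers 15.8% and hypoxia response genes 15.0%, with heat shock genes between the last 2. The share was smallest for immediate early genes at 7.01%, with microglia markers at 10.3%, blood cell markers at 10.4% and metallothioneins at 13.2%. Arrays of 1 subject at 2 sites are repeats, so these shares describe arrays and not subjects.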

Because the 2.5% between-block variance has one degree of freedom, while the 97.5% within-block variance has 199 degrees of freedom, the F test showed that more than half of the genes had significant between-block differences. In this case, 56% of the genes satisfy P < 0.05 (one-way ANOVA) for the Block factor.

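Of 12652 genes in AnCg, 12331 (97.5%) passed a one-way ANOVA for the block factor at an unadjusted p under 0.05. In the other regions this was 93.0% of genes in DLPFC, 57.0% in AMY, 91.0% in HC, 96.9% in CB and 94.4% in NACC. The median share of variance was 15.8% in DLPFC, 5.69% in AMY, 26.1% in HC, 43.2% in CB and 31.8% in NACC. With arrays assigned at random to blocks of the same sizes, the highest of 99 assignments in AnCg passed 4387 genes. The paper drew the blocks by eye from correlations of these same arrays, so a higher count for the real blocks was favoured beforehand.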

### Biological variation across samples

Previously we showed that most of the brain samples in our study can be classified into two main types of expression patterns [6]: those from individuals who died quickly and had normal tissue pH, and those from individuals who suffered prolonged death, typically with medical complications, and exhibited low tissue pH. The threshold value between low and normal pH is around 6.6 in our samples, but it varied among different studies and different tissue collections [24]. Figure 2a shows the correlation heatmap for the 201 AnCg samples obtained by using expression values already adjusted for the block effect as described above. This is the same plot as in Figure 1b, but with the samples re-ordered so that the previously designated Type 1 samples are grouped to the lower left side of the graph. While the distinction between the two classes can be clearly seen, there are still samples of intermediate patterns that may correspond to varying degrees of agonal stress that do not readily belong to the two opposing prototypes.

**Figure 2:**
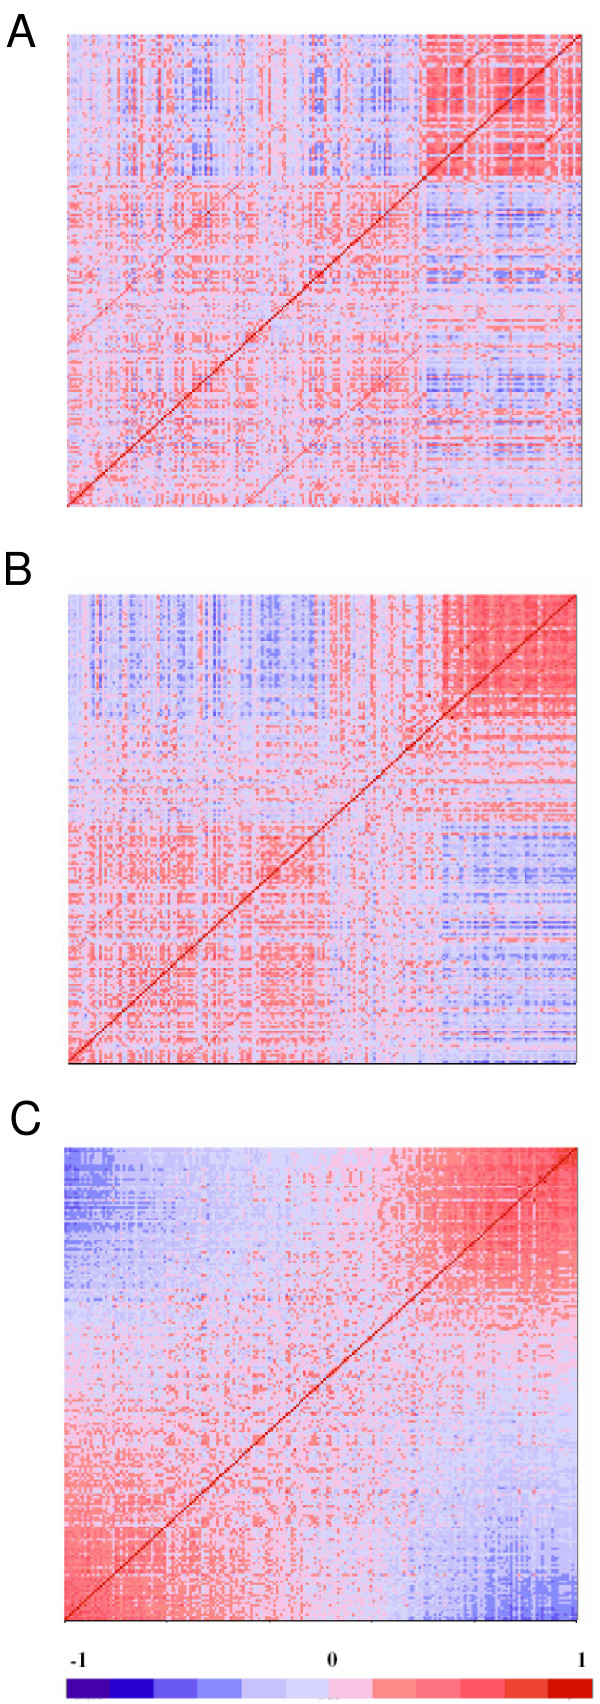
**From discrete classification to grades of membership**. a. The same correlation matrix as in Figure 1b but with samples re-grouped so that the Type 1 samples are on the lower left side, showing that samples can be classified into two main types of expression patterns. b. The same samples can be subdivided into three classes, and re-ordered accordingly in the correlation heatmap, still showing reasonably strong distinction between the three classes. c. The same heatmap re-ordered by the first Principal Component scores, resulting in a gradual progression from one prototype to the other.

Because pH/agonal stress acts as an exceedingly strong confounder in gene expression studies, a dichotomous classification may not be sufficient to ensure that cases and controls are well-stratified, or balanced within each stratus. In addition, different brain regions may carry different stress outcomes; whereas this aspect of data heterogeneity is not well informed by pH values measured in one brain region, nor by the clinical indicators. One possible approach for dealing with residual heterogeneity is to subdivide the main classes further, such as into Types 1A, 1B, 2A, 2B, etc, effectively classifying samples in multiple tiers to establish nested subsets, within each of which the cases and controls are more homogeneous and better balanced. Figure 2b shows an example of three-type classification; however, even finer subdivisions are clearly possible. In practice, it is difficult to decide the number of clusters or layers of clusters needed, and the samples often show genuinely graduated differences of expression patterns. A natural alternative to a finer-grained classification approach, therefore, is to rate samples on one or several continuous scales. Toward this goal, we first carried out a Principal Component Analysis. 

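In AnCg the first component held 32.1% of the variance of block-centred values (SD 4.04 over 100 resamples of subjects), with 9.67% for the second and 5.92% for the third. The largest gap between neighbouring arrays was 10.2% of the range of PC1. Each end held 40 arrays. The direction of PC1 was set with the gene list of the study that rises in low-pH samples.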

We re-ordered the 201 AnCg sample by their first principal component (PC1) scores, and the resulting heatmap (Figure 2c) shows a gradual transition from one end of the spectrum to the other. Similarly smooth progressions are also observed for the other five regions (not shown). 

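The first component held 32.2% of the variance in DLPFC, 25.1% in AMY, 27.3% in HC, 14.7% in CB and 22.2% in NACC. The second held 11.8%, 8.46%, 10.5%, 10.0% and 8.44% in the same order. The largest gap along PC1 was 10.4% of its range in DLPFC, 7.99% in AMY, 3.40% in HC, 10.5% in CB and 11.1% in NACC.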

Importantly, the PC1 scores are highly correlated with pH (r = 0.59 for AnCg, P < 10^-13^), the clinical agonal factors, as well as with the previously determined Type 1-Type 2 designations; whereas PC2 and PC3 scores have almost no correlation. For example, in AnCg, r is 0.04 (P > 0.35) and 0.07 (P > 0.25) for pH-PC2 and pH-PC3, respectively. Note that with n = 126, r needs only to be approximately 0.18 to be significantly non-zero at p = 0.05). This result not only confers a biological meaning to PC1, but also suggests that a single continuous variable is likely to be sufficient to capture most of the gradual progression of expression patterns from the low-pH prototype to the normal-pH prototype.

Not all genes contributed equally to the placement of individual samples along the gradient of membership. 

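In AnCg 10000 of 12652 genes followed the ASR of the other regions at an adjusted p under 0.05 (108 subjects), of which 3091 rose with the ASR and 6909 fell. The largest rise was that of ITFG1, at 1.91 log2 per unit of ASR (SE 0.17). FGF12, a fibroblast growth factor homologue that binds sodium channels, rose by 1.74 (SE 0.14), and SST, the interneuron neuropeptide somatostatin, by 1.54 (SE 0.15). PSMA1, a subunit of the proteasome core, rose by 1.46 (SE 0.16), CLTB, a clathrin light chain, by 1.45 (SE 0.16), and AMPH, an endocytic protein of the synapse, by 1.43 (SE 0.16). SYN2, a synaptic vesicle phosphoprotein, rose by 1.42 (SE 0.12) and CNTN1, a neuronal adhesion molecule, by 1.38 (SE 0.12).

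F3, tissue factor, was higher in stressed subjects, with a slope of -0.95 (SE 0.20), GEM, a small GTPase, -0.93 (SE 0.18), and BAG3, a cochaperone of HSP70, -0.93 (SE 0.20). EMP2, a membrane protein, had -0.92 (SE 0.11), S100A8, a calcium-binding protein of neutrophils, -0.91 (SE 0.33), and CLEC2B, a lectin, -0.85 (SE 0.13). MT1X, a metallothionein, and MAFF, a stress-induced transcription factor, each had -0.83 (SE 0.22 and 0.20). ITFG1 lies on chromosome 16 from 47154391 to 47461246, FGF12 on chromosome 3 from 192139390 to 192727541 and F3 on chromosome 1 from 94529173 to 94541759 of GRCh38. All 16 kept their direction when the arrays were quantile-normalised. In all, 8153 genes passed after quantile normalisation, 3547 rising and 4606 falling, which moved the share that rose from 30.9% to 43.5%. When the 50% of genes with the lowest level were left out, a setting chosen after the first results were seen, 2886 rose and 1779 fell, or 61.9% rising.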

We selected the 20% strongest Type 1-like samples (on the lower left corner of Figure 2c) and the 20% strongest Type 2-like samples (on the upper right corner), and calculated the Student's t scores that contrasted the group means between these two canonical groups. This allowed us to rank genes by their Type 1- Type 2 absolute t scores, with the "top genes" being those that are most strongly affected by pH/agonal stress. 

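Genes of energy metabolism and protein turnover were higher in AnCg of low-stress subjects. Of 62 oxidative phosphorylation probe sets, 60 rose with the ASR and none fell (60 when adjusted over the list alone), with a median slope of 0.35. NDUFAB1 and NDUFS7, subunits of complex I, rose by 0.94 (SE 0.08) and 0.74 (SE 0.10). Of 26 for glycolysis and the TCA cycle, 24 rose and 1 fell, led by SUCLA2, a succinyl-CoA ligase subunit, at 0.91 (SE 0.09) and MDH1, malate dehydrogenase, at 0.86 (SE 0.08). Of 29 for the proteasome, 27 rose and 1 fell (28 and 1 over the list alone), among them PSMD8 at 0.82 (SE 0.06). For the vacuolar ATPase, which acidifies vesicles, 16 of 17 rose and 1 fell, with ATP6V1A at 1.25 (SE 0.10) and ATP6V1D at 0.98 (SE 0.09). These 4 lists passed camera at adjusted p = 1.4e-30, 2.8e-15, 4.6e-18 and 5.2e-13 in the order given. Each had an adjusted p = 0.0721 with an estimated correlation between genes.

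Ribosomal protein genes rose in 7 and fell in 1 of 18 as deposited, while none rose and 13 fell after quantile normalisation, which reversed the camera call (adjusted p = 0.0245 rising, 0.648 with an estimated correlation, against 0.00171 falling, 0.473 with an estimated correlation). Heat shock genes rose in 15 and fell in 7 of 27 (camera adjusted p = 5.3e-05, 0.344 with an estimated correlation), a call lost after quantile normalisation at adjusted p = 0.317. HSP90AB1 rose by 0.68 (SE 0.07) and HSPA8, a constitutive HSP70, by 0.60 (SE 0.05). For metallothioneins and oxidative stress 9 of 17 rose and 5 fell (camera adjusted p = 0.00614, 0.274 with an estimated correlation), again without a call after quantile normalisation at 0.450. Within that group MT1E fell by 0.69 (SE 0.12) while TXN, thioredoxin, rose by 0.53 (SE 0.06). Hypoxia response genes fell in 12 and rose in 2 of 23, with DDIT4 at -0.70 (SE 0.13), ADM, adrenomedullin, at -0.50 (SE 0.20) and CITED2 at 0.70 (SE 0.08), and the list did not pass as deposited (adjusted p = 0.685) but passed falling after quantile normalisation (0.0109, 0.241 with an estimated correlation) and with the 3′ to 5′ covariate (0.0112, 0.280 with an estimated correlation). Immediate early genes fell in 12 and rose in 2 of 24 (10 and 2 over the list alone), ZFP36 by -0.74 (SE 0.22), and did not pass as a list at 0.787. Immune and defence genes fell in 29 of 36 and rose in none, CEBPD by -0.78 (SE 0.16) and SERPINA3 by -0.80 (SE 0.34) (camera adjusted p = 0.0137, 0.606 with an estimated correlation). The paper states that the top genes of this ranking are those most strongly affected by pH and agonal stress.

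**Figure D1:**
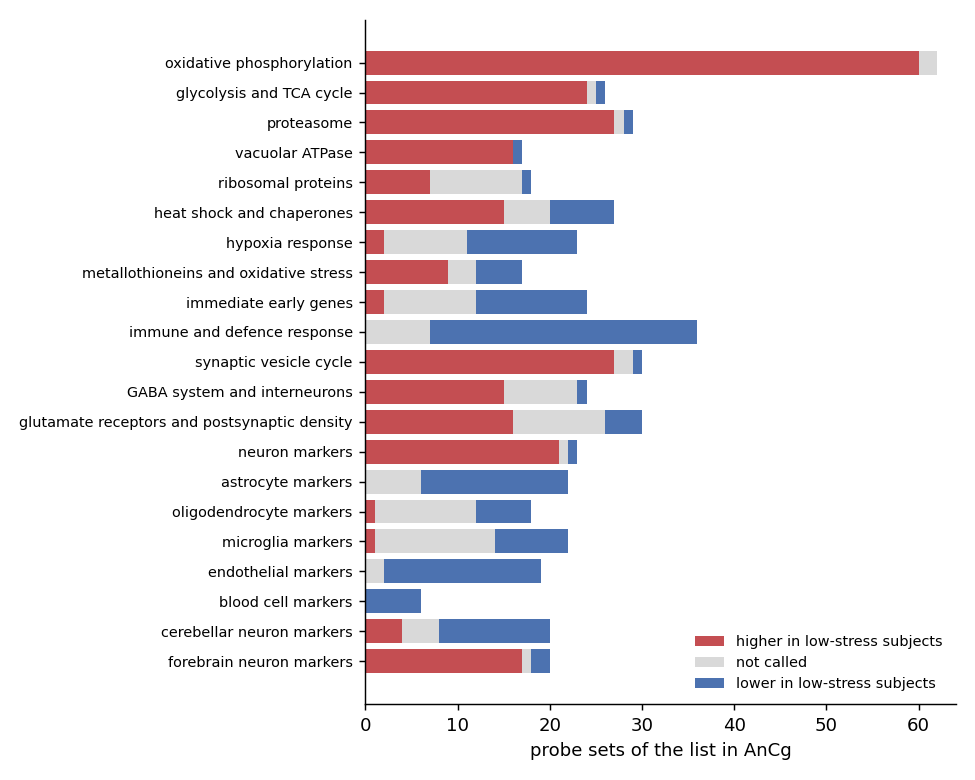
Probe sets of 21 gene lists in AnCg by the direction of their slope on the ASR of the other regions (108 subjects). Calls are from limma at an adjusted p under 0.05 over all genes. After quantile normalisation ribosomal proteins fell in 13 probe sets and rose in none, and heat shock genes and metallothioneins were not called as lists.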

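In AnCg, block-centred arrays of the same end correlated more than arrays of different ends, by a mean difference in r of 1.18 over the first 3163 genes (40 arrays per end). Because the same arrays ranked the genes, the ranking of 1 site was also applied to arrays of the other. RNA of 92 subjects was run at both sites, so this holds out arrays but not subjects. Ranked at UC Irvine and seen on 20 and 18 arrays of the University of Michigan, the first 25% of genes had a difference of 0.863. Ranked at the University of Michigan and seen on 21 and 15 arrays of UC Irvine it had 0.980.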

When we re-plot Figure 2c by using the 25% strongest pH-sensitive genes (instead of all 12,734 genes), a strong gradient is clearly seen (Figure 3, upper left panel). The gradient between samples becomes much dampened when the second 25% of ranked genes (upper right of Figure 3) is used, and fades away almost entirely with the use of the third and last 25% of ranked genes (lower panels of Figure 3). This result indicates that the top 50% of genes are likely to be informative for membership inference, with the top 25% and top 5% of genes carrying increasingly greater discriminating power, as one would expect. 

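The difference in r between pairs of the same end and pairs of different ends was 0.736 over the second 25% of genes in AnCg, 0.386 over the third and 0.0797 over the last. On arrays of the other site these were 0.437, 0.248 and 0.0803 at the University of Michigan and 0.650, 0.366 and 0.127 at UC Irvine. In the other regions the first and second 25% of genes had 1.21 and 0.756 in DLPFC, 1.57 and 1.07 in AMY, 1.37 and 0.845 in HC, 0.855 and 0.460 in CB and 1.15 and 0.629 in NACC. As 2 of the 3 AMY blocks held arrays of more than 1 site, the ends of AMY may divide sites in part. The third and last 25% of genes had 0.400 and 0.0921 in DLPFC, 0.538 and 0.0741 in AMY, and 0.387 and 0.0568 in HC. They had 0.182 and 0.0124 in CB and 0.268 and 0.0425 in NACC.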

In Additional File 2 we showed a heatmap of expression levels of the top 25% of transcripts across 201 AnCg samples. These genes have been used to calculate the sample-sample correlations shown in Figure 3, upper left panel. 

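Transcripts of neurons and synapses rose with the ASR in AnCg. Of 23 neuron marker probe sets, 21 rose with the ASR and 1 fell, with a median slope of 0.78, led by CHGB, a granin of secretory vesicles, at 1.27 (SE 0.11) and SYT1, the calcium sensor of vesicle release, at 1.15 (SE 0.14). Synaptic vesicle genes rose in 27 and fell in 1 of 30. Both lists passed camera (adjusted p = 7.1e-12 and 3.5e-13) and had an adjusted p = 0.103 with an estimated correlation. GABA system genes rose in 15 and fell in 1 of 24 (camera adjusted p = 2.1e-06, 0.0986 with an estimated correlation), CCK, the neuropeptide cholecystokinin, by 1.27 (SE 0.13) and CALB1, a calcium buffer, by 1.26 (SE 0.12). Glutamate receptor and postsynaptic genes rose in 16 and fell in 4 of 30 (camera adjusted p = 0.00141, 0.278 with an estimated correlation), SLC17A7, a vesicular glutamate transporter, by 0.93 (SE 0.12). Forebrain neuron markers rose in 17 and fell in 2 of 20 (camera adjusted p = 1.1e-06, 0.168 with an estimated correlation), TBR1, a cortical transcription factor, by 1.29 (SE 0.14).

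Astrocyte markers fell in 16 and rose in none of 22 (camera adjusted p = 0.0361, 0.666 with an estimated correlation), SOX9, a glial transcription factor, by -0.67 (SE 0.10) and SLC1A2, a glutamate transporter, by -0.66 (SE 0.10). Endothelial markers fell in 17 and rose in none of 19 (camera adjusted p = 0.00166, 0.346 with an estimated correlation), CDH5, vascular cadherin, by -0.63 (SE 0.11) and ABCB1, a drug efflux pump, by -0.57 (SE 0.08). All 6 blood cell probe sets fell, HBA2, a globin, by -0.50 (SE 0.14), although the list did not pass (adjusted p = 0.207). Oligodendrocyte markers fell in 6 and rose in 1 of 18 (MOBP, a myelin protein, -0.26, SE 0.10), and microglia markers fell in 8 and rose in 1 of 22 (CD163, a scavenger receptor, -0.25, SE 0.04). Neither list passed (adjusted p = 0.899 and 0.964), although microglia markers passed falling with the 3′ to 5′ covariate (0.0280, 0.543 with an estimated correlation). Cerebellar neuron markers rose in 4 and fell in 12 of 20 and did not pass at 0.926. With the 3′ to 5′ difference of GAPDH and ACTB as a covariate 1812 of the 10000 genes stayed called, and with the means of neuron and oligodendrocyte markers 1754 did. Both covariates follow the ASR, so their effects cannot be separated from it.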

The genes are ordered from left to right by their coefficients in the first principal component (i.e., the first eigenvector), whereas the samples are ordered from top to bottom by their first principal component scores. The actual expression levels are provided in Additional File 3, which is a .cdt file that can be opened in Java Treeview for flexible browsing. To estimate the number of genes significantly affected by the pH effect, we used the Nearest Shrunken Centroids classifier [25] to calculate the cross-validation errors in a two-class classification analysis, and examined gene panels containing varying numbers of most discriminating genes. Panels having as few as 297 (2.3% of the total of 12,734 probe sets) and as many as 4,720 (37.1%) genes resulted in eight or fewer cross-validation errors out of 201 samples, and formed a plateau of error curve [see Additional File 4], indicating a broad range of the number of informative genes. Similarly, in genetic association studies, some DNA polymorphisms are more informative for distinguishing different populations [26]. In our procedure to construct an Agonal Stress Rating for individual samples (described below), we used 25% or 5% of "top genes", and always found that with the 5% top genes the intermediate ratings are more "stretched out" than with 25% of top gene (not shown), as one would expect, because the strongest pH-sensitive genes are more powerful in distinguishing subtle differences in intermediate grades of membership. 

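The spread of arrays outside both ends was compared between ratings from 25% and from 5% of genes, as the interquartile range in percent of the distance between the ends. In AnCg (121 arrays) it was 44.9% with 25% of genes and 43.3% with 5%, and in HC (116 arrays) 58.0% and 54.5%. In DLPFC (162 arrays) it went from 46.2% to 52.6%, in AMY (81 arrays) from 61.8% to 73.7%, in CB (98 arrays) from 31.0% to 32.8% and in NACC (118 arrays) from 43.9% to 44.8%. The distance between the ends in AnCg was 2.98 with 25% of genes and 2.50 with 5%.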

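Genes that followed the ASR of the other regions were read in each region apart. In DLPFC 9184 genes passed (113 subjects), 2674 rising and 6510 falling. FGF12 rose there by 1.27 (SE 0.14) and PVALB, a calcium buffer of interneurons, by 1.14 (SE 0.17), while the astrocyte genes PLPP3, a lipid phosphatase, GJA1, a gap junction protein, and SLC1A3, a glutamate transporter, fell by -0.83 (SE 0.19), -0.76 (SE 0.14) and -0.74 (SE 0.15). In HC 9530 passed (96 subjects), 2922 rising and 6608 falling, CCK by 1.72 (SE 0.17) and TAC1, a tachykinin precursor, by 1.44 (SE 0.16), against MAFF at -1.06 (SE 0.22) and CDKN1A, a cell-cycle inhibitor, at -0.70 (SE 0.14). In NACC 8991 passed (99 subjects), 2648 rising and 6343 falling, DRD1, a dopamine receptor, by 1.25 (SE 0.13) and PDE1B, a striatal phosphodiesterase, by 1.03 (SE 0.13), against SERPINA3, an acute-phase inhibitor, at -0.89 (SE 0.26) and CHI3L1, a glial glycoprotein, at -0.85 (SE 0.23). In AMY 7767 passed (69 subjects, 8231 with centring on batches and 3323 with quantile normalisation), 2000 rising and 5767 falling, CALB1 by 1.28 (SE 0.24), against GEM at -0.82 (SE 0.25) and PLAT, a plasminogen activator, at -0.58 (SE 0.14). After quantile normalisation 6937 genes passed in DLPFC, 6619 in HC and 6002 in NACC, and 42.5% of the called genes rose in DLPFC, 43.7% in AMY, 42.5% in HC and 42.8% in NACC, against 29.1%, 25.8%, 30.7% and 29.5% as deposited. Without the 50% of genes with the lowest level the shares were 58.4%, 60.7%, 62.5% and 59.5% in the same order. With the 3′ to 5′ difference of GAPDH and ACTB as a covariate 5917 genes passed in DLPFC, 234 in AMY, 8389 in HC and 6284 in NACC, and with the means of neuron and oligodendrocyte markers 748, 319, 163 and 841 did.

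In CB 441 genes passed (105 subjects), 219 rising and 222 falling, with SLC6A15, a transporter of amino acids, at 0.29 (SE 0.08), NEFL, a neurofilament, at 0.27 (SE 0.08), TRIM22, an interferon-induced protein, at -0.34 (SE 0.09) and ABCB1 at -0.23 (SE 0.07). The count in CB depended on the processing. It was 0 with block means in place of block medians (limma, 922 at an unadjusted p under 0.05), 24 with the arrays labelled Outlier included, 0 with the 3′ to 5′ covariate (limma, 2014 at an unadjusted p under 0.05) and 0 with the marker covariates (limma, 774 at an unadjusted p under 0.05). The median slope of the 441 genes toward their own direction was 0.104 (SE 0.029), 0.088 (SE 0.027) with the 3′ to 5′ covariate and 0.049 (SE 0.025) with the marker covariates, and the lowest adjusted p was 0.0188, 0.0785 and 0.804. After quantile normalisation 127 passed in CB, 24.4% of them rising, against 49.7% as deposited. Centred on batches of site, chip type and cohort in place of the labelled blocks, 8759 passed in CB, 2813 rising and 5946 falling, with slopes of 0.64 for SLC6A15, 0.68 for NEFL, -0.45 for TRIM22 and -0.37 for ABCB1. Over the 5 regions other than CB, 1632 genes rose in each and 4351 fell in each, while 221 had opposite directions in some. After quantile normalisation 1015 rose in each and 1189 fell in each, and 235 had opposite directions in some.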

We ran the Principal Component Analysis for six regions separately and defined the strongest Type 1/2-like samples for each region. When we subsequently compared the strongest Type-1 against the strongest Type-2 samples and ranked genes by their t scores, the top 5% or 25% genes are similar across the six regions as their t scores are highly correlated across regions [see Additional File 5]. 

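Oxidative phosphorylation genes rose with the ASR in 56 of 62 probe sets in DLPFC, 58 in AMY, 62 in HC and 58 in NACC, and none fell. After quantile normalisation 44 rose and 4 fell in DLPFC, and 46 rose and none fell in AMY. Proteasome genes rose in 28, 26, 28 and 27 of 29 in the same order, and 1 fell in each. In these 4 regions both lists passed camera, each at adjusted p = 0.0721 with an estimated correlation. Neuron markers rose in 20, 18, 20 and 18 of 23 (adjusted p of 0.0721 to 0.0808 with an estimated correlation), and endothelial markers fell in 16, 11, 17 and 16 of 19 (0.344 to 0.796). Astrocyte markers fell in 19 of 22 in DLPFC (camera adjusted p = 0.00331, 0.531 with an estimated correlation) and 18 in NACC (0.0125 and 0.544), but in 2 in HC, where 4 rose, and in 2 in AMY, where 2 rose. After quantile normalisation they fell in 15 in HC and 8 in AMY and rose in none. In CB 10 of 62 oxidative phosphorylation genes rose (40 over the list alone), with a camera adjusted p = 5.3e-23 (0.0721 with an estimated correlation), and with batch centring all 62 rose. In CB 3 of 29 proteasome and 6 of 23 neuron marker probe sets rose (14 and 13 over the list alone), and 26 and 18 did with batch centring.

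The t scores of 12652 genes between the ends had a mean r of 0.838 over 15 pairs of regions (SD 0.0669), the genes not being independent replicates. The 5 pairs with CB had a mean of 0.765 and the other 10 had 0.874. Quantile normalisation, chosen after the first results were seen, gave a mean of 0.714. Of the first 25% of genes by absolute t score, pairs of regions shared 59.3% on average, from 46.9% to 70.9%. Of the first 5%, or 633 genes, they shared 32.8%, from 1.42% to 71.1%. The low shares were those of AMY, with 1.42% for DLPFC, 1.58% for AnCg, 2.69% for NACC, 17.1% for CB and 22.3% for HC. Without AMY the lowest share was 27.3%, between DLPFC and CB. In AMY 2 of the 3 blocks held arrays of more than 1 site, and the mean rating at UC Davis was 1.70 units below that at UC Irvine. The ends of AMY may thus divide sites in part, and its low shares cannot be told apart from an effect of site.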

On average, a top (or bottom) 10% gene in one region has a 57% chance to be among the top (or bottom) 10% in another region. 

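A gene of the first or last 10% by t score in 1 region was among the same 10% in another in 57.9% of cases (SD 7.02 over 15 pairs, 1265 genes at each end). The share ranged from 48.6% between AnCg and CB to 69.2% between AnCg and DLPFC. It was 65.0% between AMY and HC and 68.8% between HC and NACC. Pairs with CB had a mean of 50.5% and the others 61.6%, and quantile normalisation gave a mean of 51.0%.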

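Granule cell and Purkinje cell transcripts set CB apart from AnCg on 68 and 79 U133A arrays of UC Irvine. Among genes past the limma threshold, 2059 were higher in CB by at least 1 log2 and 1309 lower by at least as much, the minimum being a filter on the estimate and not part of the test. Among the largest were CRTAM, an immunoglobulin-family adhesion molecule, higher by 9.05 (SE 0.06), GABRA6, a GABA receptor subunit, by 8.82 (SE 0.10), CBLN1, a synaptic organizer, by 8.71 (SE 0.08), and FAT2, a granule cell cadherin, by 8.27 (SE 0.05). NRGN, a postsynaptic calmodulin-binding protein, was lower by -10.43 (SE 0.10), CCK by -8.71 (SE 0.20) and ENC1, an actin-binding protein, by -8.44 (SE 0.14). Such genes lay near the floor of the arrays in 1 region, as NRGN did at 2.38 in CB and CRTAM at 2.81 in AnCg, so the size of these differences is set by the floor and their order is not a measure of change. Cerebellar neuron markers were higher in 18 of 20 probe sets and lower in none (camera adjusted p = 6.8e-07, 0.0105 with an estimated correlation), SLC17A6, a glutamate transporter, having -0.95 (SE 0.11). Forebrain neuron markers were lower in 15 of 20 and higher in 1, NPTX1, a neuronal pentraxin (camera adjusted p = 3.3e-08, 0.183 with an estimated correlation). Oligodendrocyte markers were lower in 13 of 18 and endothelial markers in 10 of 19 (camera adjusted p = 4.1e-05 and 0.000487), at adjusted p = 0.390 and 0.472 with an estimated correlation. With the subject as a replicate block, 3365 genes passed.

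Slopes on the ASR differed between CB and AnCg for 6815 genes (98 subjects), and 6701 of them were closer to 0 in CB. Of 62 oxidative phosphorylation genes 54 had a lower slope in CB, as did 23 of 26 of glycolysis, 27 of 29 of the proteasome, 15 of 17 of the vacuolar ATPase and 13 of 24 of the GABA system, each at adjusted p = 0.0424 with an estimated correlation. These 5 lists no longer passed with an estimated correlation after batch centring (adjusted p of 0.0553 to 0.162, oxidative phosphorylation lower in 27 of 62) or after quantile normalisation (0.0504 to 0.0934). Neuron markers were lower in 21 of 23 (0.0635 with an estimated correlation). Among genes chosen after their values were seen, the slope of FGF12 was lower in CB by -1.28 (SE 0.15), that of SST by -1.05 (SE 0.13) and that of BAG3 higher by 0.91 (SE 0.13). With batch centring 2576 genes differed and the difference for FGF12 was -0.64. Over all genes the slopes of CB and AnCg correlated at 0.631, and at 0.767 with batch centring, the genes not being independent replicates. The paper reasons that cerebellum is an outlier for gene expression because of its anatomy and physiology.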

We ranked genes by their average t score ranks in five regions (all except CB, as cerebellum is an outlier region for gene expression due to its unique anatomical and physiological properties), and listed the 1000 most strongly up-regulated and 1000 most strongly down-regulated genes in Additional File 6. 

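Of 987 probe sets on the list of the study that rises in low-pH samples, 802 were higher in AnCg of stressed subjects, 16 lower and 169 not called. In DLPFC 768 were higher, in AMY 496, in HC 618, in NACC 710 and in CB 50. In CB 689 were higher with batch centring. Of 975 probe sets on the opposite list, 849 were lower in stressed AnCg and 79 higher, with 832 lower in DLPFC, 736 in AMY, 811 in HC, 789 in NACC and 119 in CB, where batch centring gave 766. The lists were drawn from these same arrays, and the direction of PC1 was set with the first, so they are not independent evidence. At the head of the first list, RAB31, a GTPase of vesicle transport, had a slope of -0.44 (SE 0.06) in AnCg, STOM, an integral membrane protein, -0.52 (SE 0.09), LGALS3, a galectin of activated glia, -0.38 (SE 0.08), and MACF1, a cytoskeletal crosslinker, -0.14 (SE 0.02). In CB STOM had -0.03, and -0.53 with batch centring. At the head of the second, GLRB, a glycine receptor subunit, had 1.26 (SE 0.12) in AnCg, GABRA5, a GABA receptor subunit, 1.10 (SE 0.09), PCMT1, a protein repair enzyme, 0.87 (SE 0.07), SYNJ1, a phosphatase of vesicle recycling, 0.76 (SE 0.08), and ATP5F1B, the ATP synthase beta subunit, 0.62 (SE 0.05). In CB PCMT1 had 0.14 (SE 0.03) and ATP5F1B 0.08, which were 0.31 and 0.32 with batch centring. Each was chosen by its mean t score in the list, after the values of the study were seen.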

Genes in these lists can be used as most informative genes in future, independent studies.

**Figure 3:**
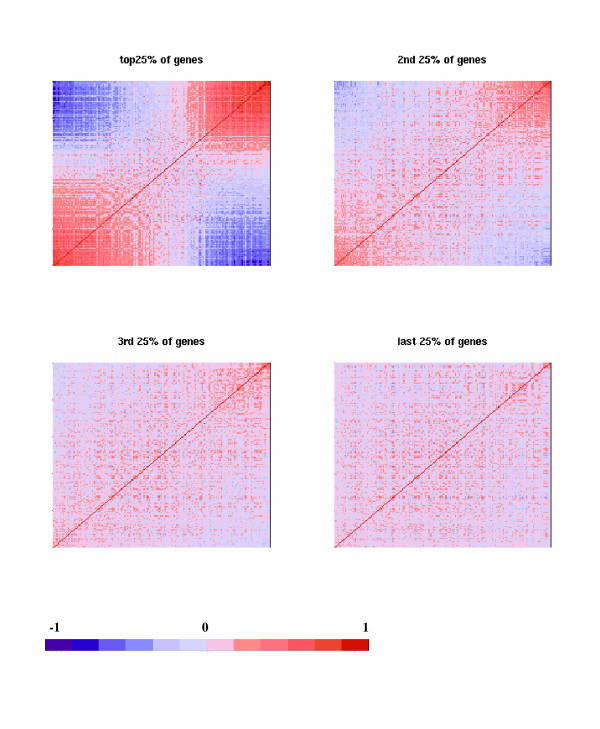
**Informativeness of genes for agonal stress**. The same heatmap as shown in 2c but with the correlations calculated by using the 25% strongest Type 1-Type 2 genes (upper left), the next 25% (upper right), the third 25% (lower left), and the last 25% of genes (lower right). The genes were ranked by comparing 40 samples (~20% of the total of 201 samples) on the lower left side in 2c against 40 samples on the upper right side in a Student t test.

### Agonal Stress Ratings

Because the PC1 scores successfully arrange the samples into a smooth gradient, these scores by themselves could serve as a measure of agonal stress in individual samples. However, we found that PC1 may be strongly influenced by the scale of variance in individual chips and sometimes by a small number of "outlier" samples, whereas our method of using PC1 as a crude criteria to pre-select the strongest ~20% Type 1- and Type 2-like samples is more robust to these outliers. In addition, the interpretation of the Principal Component scores requires the notion of decomposition of the observed gene expression patterns into the linear combination of multiple components. This interpretation is most natural in cases where each sample represents the actual mixing of multiple cell types, each having its own canonical expression patterns. The meaning of PC scores is also complicated by the process of analyzing log-transformed signal values, while actual transcript levels are "mixed" on the linear scale. Alternative indices, such as the probability of classification [25], or the prediction strength such as the "margin-of-victory" measures adopted in Golub et al. [27], are most appropriate when there are multiple genuinely discrete outcomes, for which what is uncertain is the strength of evidence for class assignment. In our case, gene expression in the brain is most likely affected by agonal stress in a graded (albeit non-linear) fashion. Although many of the samples belong to the two extreme states–one is minimally affected by stress, the other for samples that have converged to the quasi-steady state of "thoroughly affected"–some tissues in our collection are apparently sampled at an intermediate physiological state, and can best be characterized by the sample's relative distance to the two ends of the spectrum, that is, the distance to the prototypical normal-pH pattern minus the distance to the prototypical low-pH pattern, where "distance" can be the Pearson's correlation, Euclidean Distance, Spearman's rank correlation, or a number of other metrics. The Agonal Stress Rating is thus defined as the difference between each sample's distances to the two prototypical patterns, and can be calculated by using different sets of most informative genes, which in turn can be defined by comparing the most extreme samples (see Methods). 

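The ASR of the 201 AnCg arrays ranged from -1.77 to 1.76 (SD 1.13), with 22.4% of arrays between -0.5 and 0.5. The largest gap between neighbouring ratings was 0.132. The SD was 1.16 in DLPFC, 1.39 in AMY, 1.27 in HC, 0.933 in CB and 1.14 in NACC. Between -0.5 and 0.5 lay 20% of arrays in DLPFC, 12.6% in AMY, 13.5% in HC, 37.0% in CB and 19.2% in NACC. Because each array at an end contributes to the mean it is compared with, the extremes of the scale are widened.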

Although ASR is formally neither a probability of classification nor a mixing ratio, it is actually quite similar to these other measures as most of them are variants of the linear discriminant function.

A comparison of the median ASR values (for each subject, across regions and sites) with tissue pH (Figure 4) reveals two features. First, there is a general correlation, i.e., low pH samples tend to have low ASRs. Secondly, there is considerable local discrepancy, i.e., among the normal pH samples, the ASR-pH correlation is weak. These discrepancies imply that the ASR values, which are derived directly from the gene expression data, are sometimes at odds with the measured brain pH. In the face of such discrepancies, we need to determine which index is a more accurate surrogate for the actual degrees of stress experienced by the individual subjects in specific brain regions, and therefore provides a safer control of the agonal stress confounder. We examined a test case: from a set of 55 AnCg samples previously "included" in an intermediate-stage analysis, we selected all of the thirteen Control samples with ASR > 0.8, and divided all of the fourteen Major Depression samples into two groups (Figure 5a): one that was matched with the 13 Controls in pH (6.91 +/- 0.13 in controls, 6.87 +/- 0.11 in cases, p = 0.45, t test) but not in ASR (1.25 +/- 0.27 in controls, 0.18 +/- 0.44 in cases, p = 0.0003), another matched to the Controls in ASR (1.25 +/- 0.27 in controls, 1.14 +/- 0.18 in cases, p = 0.28) but not in pH (6.91 +/- 0.13 in controls, 7.13 +/- 0.08 in cases, p = 0.00015). We carried out MDD-Control comparisons for the two MDD groups separately, and analyzed the top and bottom 4,000 genes in EASE (the Expression Analysis Systematic Explorer) [28] for significantly enriched Gene Ontology terms. Figure 5b shows that the pH-matched comparison yields the gene families and pathways associated with agonal stress that we and others previously discovered, whereas the ASR-matched group significantly reduces the effect. This result is not surprising, as by the definition of ASRs, we effectively have balanced the key stress-related pathways when we match samples by ASR. This test case, however, shows that matching by pH is not always safe for guarding against the agonal stress confounder, whereas the empirically derived ASR values provide a more accurate assessment of the regulatory responses to near-death stress in individual samples, and allow a more stringent control. In a section below we will describe the robustness ASRs, particularly the finding that deriving ASRs by using only the control samples did not substantially change the result.

**Figure 4:**
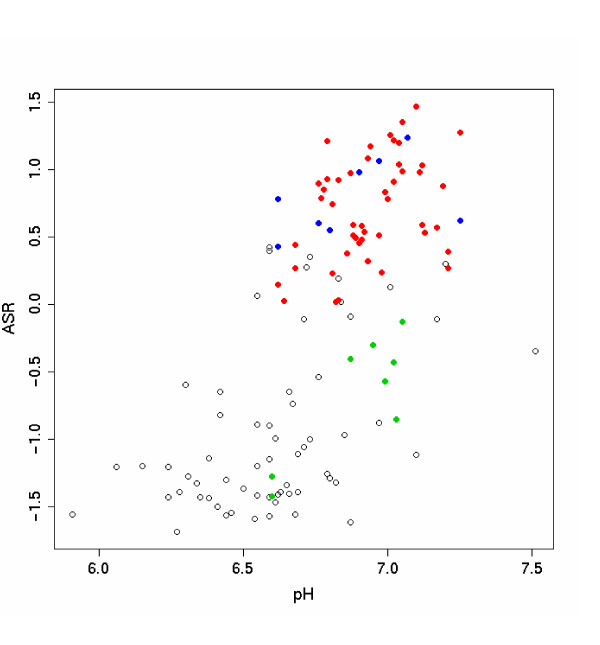
**Correlation of ASR and pH values**. Median ASR values across 2–3 sites and six brain regions for 126 subjects versus their brain pH values. Samples indicated in red and black were in general agreement between pH and ASR. The eight samples in blue were previously removed from analysis due to either low pH or some clinical complications (AFS is non-zero), but had normal ASR values and likely had not experienced significant agonal stress. The eight samples shown in green were previously included but had low ASR values, and should better be removed in order to reduce sample heterogeneity and possible case-control imbalance.

**Figure 5:**
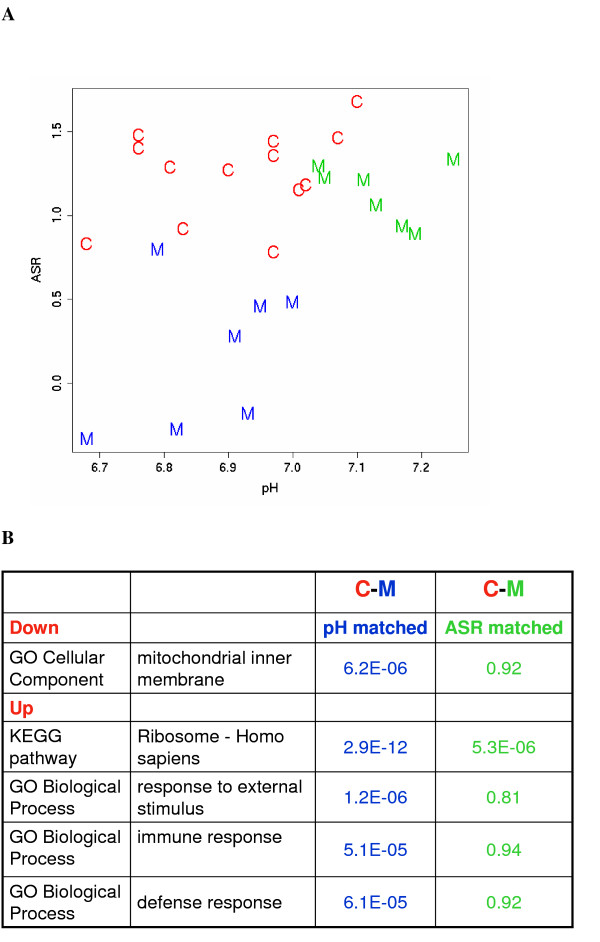
**Comparing pH-matching and ASR-matching with an example**. a. ASR and pH values for samples used in a test case, where a group of pH-matched major depression samples (in blue) were compared to controls (in red), while a second group of ASR-matched major depression samples (in green) were compared to the same controls. b. In an analysis of enrichment of Gene Ontology and KEGG pathway terms for the top genes, the pH-matched comparison still revealed significant effects for gene families and pathways known to be affected by the pH effect, while the same effect was much attenuated in the ASR-matched comparison.

### Between-region differences

After calculating ASR for all six regions and for two sites in each region, we obtained twelve series of ASR values. As AMY and CB had larger numbers of missing chips (samples not analyzed on microarrays), we plotted the eight ASR series for the four remaining brain regions in color codes along with pH values and AFS (in two levels) (Figure 6, see figure legend for color codes), with the samples sorted by pH (high pH on the top of the figure), and missing data in white. This figure has several broadly recognizable features. First, ASR results from the two sites tend to agree, although not always so. 

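Between sites the ASR of a subject correlated in HC with r = 0.919 (96 subjects, rho = 0.934, 0.915 without the 2 farthest subjects, cohort median 0.905). In AnCg r was 0.889 (92 subjects, rho = 0.858, 0.882 without 2, cohort median 0.908), and in DLPFC between UC Davis and the University of Michigan 0.884 (98 subjects, rho = 0.852, 0.879 without 2, cohort median 0.907). CB had 0.847 (34 subjects, rho = 0.846, 0.808 without 2, cohort median 0.843) and NACC 0.836 (72 subjects, rho = 0.826, 0.826 without 2, cohort median 0.857). In these 5 comparisons the permutation p was 1e-05, the smallest possible. In AMY r was 0.501 (66 subjects, rho = 0.579, p = 4e-05, 0.489 without 2, cohort median 0.739), and the mean rating at UC Davis was 1.70 units below that at UC Irvine. In 1 DLPFC cohort r was 0.137. The CB value is that of UC Irvine and the University of Michigan, and UC Davis and UC Irvine had 0.533 in CB (23 subjects, rho = 0.512, adjusted p = 0.00949, 0.443 without 2, cohort median 0.573). Of 9 relations computed, all passed, the highest adjusted p among these 6 being 4.5e-05. Over the 6 regions the mean r was 0.813 (SD 0.156), and 0.872 with batch centring. As the ASR is built from these arrays, the values describe repeatability of the measurement.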

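Ratings were compared over all 15 pairs of regions, with a mean r of 0.452 (SD 0.225, mean rho 0.415), and 12 pairs passed at an adjusted p under 0.05. AnCg and DLPFC had r = 0.727 (106 subjects, rho = 0.697, 0.715 without the 2 farthest subjects, cohorts 0.648 to 0.810). AnCg and NACC had 0.667 (99 subjects, rho = 0.619, 0.652 without 2, cohorts 0.573 to 0.811) and AnCg and HC 0.643 (96 subjects, rho = 0.636, 0.635 without 2, cohorts 0.539 to 0.857). DLPFC and HC had 0.647 (94 subjects, rho = 0.636, 0.640 without 2, cohorts 0.128 to 0.847), HC and NACC 0.644 (95 subjects, rho = 0.650, 0.631 without 2, cohorts 0.496 to 0.858), and DLPFC and NACC 0.597 (97 subjects, rho = 0.554, 0.576 without 2, cohorts 0.0367 to 0.807). Each had a permutation p of 1e-05, the smallest possible. AMY and NACC had 0.639 (66 subjects, rho = 0.604, 0.601 without 2, cohorts 0.530 to 0.888). The 5 pairs with CB had a mean of 0.180 and 2 of them passed, while the other 10 had a mean of 0.588. With batch centring the 5 pairs with CB had a mean of 0.541, all 15 passed and the mean over 15 was 0.567. DLPFC and CB went from 0.124 to 0.743 in this way and AnCg and CB from 0.185 to 0.628.

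**Figure D2:**
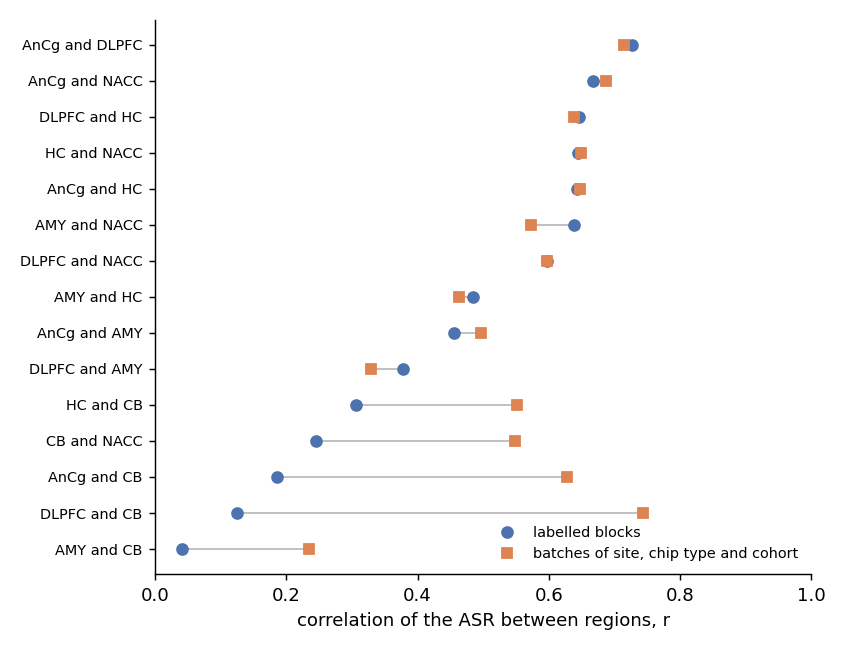
Correlation of the ASR between regions of the same subjects for 15 pairs of regions (63 to 106 subjects), with values centred on the labelled blocks or on batches of site, chip type and cohort.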

Secondly, ASRs in most samples tend to be correlated across the four regions, reflecting brain-wide patterns. Thirdly, the ASR scores show a coarse correlation with pH and the clinical AFS scores, as samples at the bottom of the figure are generally those with both low pH and low ASR (this can also be seen in Figure 4, where pH is plotted against the median ASR across the six brain regions). The correlations between pH and ASR, across all 126 samples, range from 0.3 to 0.6 among the twelve ASR series (from 0.57 to 0.63 in AnCg, DLPFC, CB, and NACC, 0.47 in HC, and 0.3 in AMY, which has the smallest sample size: 66 out of 126 total samples. Note that pH was measured in CB). But these correlations are much smaller when using only the 90 pH>6.61 samples, indicating that much of the correlation was driven by the large differences between the high-pH and the low-pH samples. Finally, some of the subjects who had normal pH yet low ASR can be explained by having clinically recorded agonal stress (AFS = 1 or higher).

**Figure 6:**
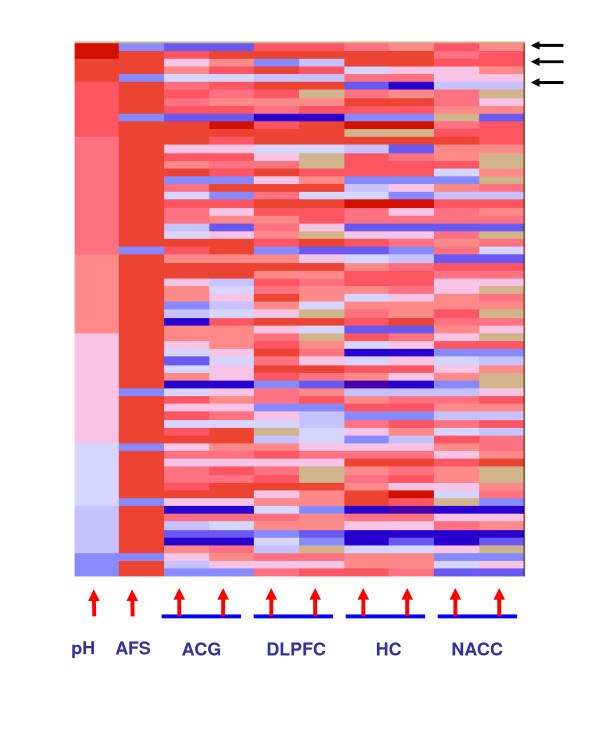
**Region-region difference of ASRs**. A color-coded table of (from left to right) pH values (red is higher pH), AFS scores (0 complication in red, AFS = 1 in light blue), and eight series of ASR values (red-higher ASR) for 68 subjects satisfying pH>6.6 and at most two missing values out of eight ASR series. The eight ASR columns represented four brain regions, each measured in two sites. Tan-colored elements indicate missing data because the samples were not run.

However, beyond these large trends, there remain striking between-region differences in many individual subjects. For example, the first subject from the top, indicated by the first arrow on the right, has low ASRs (in green) in AnCg, and normal to high ASRs in the other regions. 

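Between AnCg and DLPFC the ASR of a subject differed by more than 0.5 in 41.5% of 106 subjects and by more than 1 in 19.8%, with an SD of the difference of 0.820. Between HC and NACC 54.7% of 95 subjects differed by more than 0.5, and between AMY and NACC 54.5% of 66. DLPFC and CB had the largest share above 0.5, with 73.8% of 103 subjects, an SD of 1.32 and 46.6% above 1, and AMY and CB the largest share above 1, with 47.8% of 69 subjects. As the ASR is scaled by region, these sizes hold for ratings from the labelled blocks.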

The third and sixth subjects, indicated by the next two arrows, have unusually low ASRs in DLPFC and HC, respectively. These strong region-region differences in ASRs are robustly observed (see the next section) and suggest genuine differences in stress outcome across different parts of the brain. Such differences may arise due to inter-individual variabilities in local structure or function, resulting in region-specific vulnerability to agonal stress. 

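The difference in ASR between 2 regions of a subject was computed on 2 disjoint sets of arrays from different sites, and the sets correlated with a mean r of 0.631 over 15 pairs of regions (SD 0.176, 0.285 to 0.912), of which 13 passed. AnCg and CB had r = 0.912 (34 subjects, rho = 0.863, 0.874 without the 2 farthest subjects, cohorts 0.890 and 0.938), and HC and CB 0.877 (32 subjects, rho = 0.867, 0.859 without 2, cohorts 0.843 and 0.907). AnCg and HC had 0.797 (86 subjects, rho = 0.792, 0.813 without 2, cohorts 0.654 to 0.987) and DLPFC and HC 0.741 (83 subjects, rho = 0.692, 0.702 without 2, cohorts 0.445 to 0.873), each of the 4 with a permutation p of 1e-05, the smallest possible. AMY and NACC had 0.285 (42 subjects, adjusted p = 0.0672, rho = 0.302, 0.226 without 2). With batch centring the mean was 0.686 and 14 passed. The arrays of a subject and region share their RNA at the 2 sites, so the repeat covers labelling and hybridization but not dissection. From the recurrence across analyses, the paper proposes genuine differences in stress outcome across parts of the brain.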

An additional possibility is that the nature of the illness that caused the death, such as hepatic, renal, or cardiac failures, may have triggered a region-specific brain response. These results underscore the value of using ASRs to carry out per-region sample matching, as pH and clinical indicators are measures for the entire brain.

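Genes whose slope on the ASR differed from that in AnCg numbered 1228 in NACC (99 subjects), 640 in HC (96 subjects), 96 in AMY (69 subjects) and 83 in DLPFC (105 subjects). In HC 378 had a higher slope than in AnCg and 262 a lower one, and in NACC 363 and 865. Of 22 astrocyte marker probe sets, 14 had a higher slope in HC, with a median difference of 0.33 (camera adjusted p = 1.9e-23, 0.0139 with an estimated correlation). In AMY 2 of these markers had a higher slope, with a median of 0.31 (camera adjusted p = 4.9e-21, 0.0596 with an estimated correlation). In NACC the slope was lower for 11 of 26 glycolysis, 11 of 30 synaptic vesicle and 11 of 62 oxidative phosphorylation genes, at adjusted p of 0.385 to 0.508 with an estimated correlation. Of 99 random assignments of the ASR to subjects, the highest called 1915 genes between HC and AnCg, above the 640 of the real one.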

### Robustness of ASRs

It is difficult to know how much between-region differences arise from variabilities in tissue dissection, but this factor is unlikely to explain most of the differences we observed here, as the effect is seen even for relatively large, easy-to-dissect regions such as DLPFC and CB. 

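The difference in ASR between DLPFC and another region repeated on disjoint sets of arrays with r = 0.741 for HC (83 subjects), 0.710 for NACC (71), 0.685 for AnCg (78) and 0.498 for AMY (52), each passing at an adjusted p under 0.05. For CB it did so with 0.912 for AnCg (34 subjects), 0.877 for HC (32) and 0.683 for NACC (23), while AMY had 0.427 (21 subjects, adjusted p = 0.0573). For DLPFC and CB, the difference in ASR on disjoint sets of arrays repeated with r = 0.491 (22 subjects, p = 0.0203, adjusted p = 0.0234, rho = 0.398 with p = 0.0672). Without the 2 farthest subjects r was 0.227, and the 2 cohorts had 0.1001 and 0.917. With batch centring r was 0.182 (adjusted p = 0.416). Neuron and oligodendrocyte markers on other arrays took up 20.4% of the variance of the difference for DLPFC and CB, against 57.4% for HC and CB and 37.8% for AnCg and HC.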

Although the nature of the observed regional differences is still not clear, most of such differences are likely due to actual biological differences rather than to technical variability in performing RNA labeling and hybridization or to data analysis methods. There are several reasons for making this conclusion. 

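Between sites of the same region the ASR of a subject had an SD of difference of 0.672 (517 pairs, 112 subjects), and between regions at different sites 1.19 (3044 pairs). The ratio of the 2 was 1.77 (95% interval 1.63 to 1.94 from 1000 resamples of subjects). At the same site the ratio was 1.74 (1.59 to 1.92, 1432 region pairs). The SD between sites leaves out mean shifts between them. In AMY the mean rating at UC Davis was 1.70 units below that at UC Irvine, a shift larger than the SD of 1.19 between regions. In the other site pairs the shift ran from -0.483 to 0.393. The ratios thus do not count the AMY shift as a difference between sites. In the versions tried, the ratio to another site ran from 1.54 with rank correlation to 2.31 with quantile normalisation. Using 5% of genes changed the ASR of an array with an SD of 0.144 to 0.410 over the regions, 50% of genes with 0.0862 to 0.257, and rank correlation with 0.208 to 0.418. Quantile normalisation of the arrays before block centring, chosen after the first results were seen, changed it with an SD of 0.253 to 0.626, and ends of 10% with 0.0448 to 0.128. Without block centring the rating had a much smaller scale, with an SD of difference between sites of 0.0151, so an SD of change has no meaning there. That rating correlated with the reported ASR at r of 0.472 to 0.904 over the regions. The ratio was 1.72 (1.59 to 1.90) with 5% of genes and 2.11 (1.90 to 2.36) with Euclidean distance.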

First, while regional differences of ASRs are often large (+/- 0.5), ASRs varied to a much lesser degree (1) between sites, (2) between different numbers of informative genes used, (3) between different distance measures (correlation, rank correlation, or Euclidean distance), (4) with another round of normalization after median centering, (5) following the selection of only the high ASR samples as the basis for re-calculating block medians, or (6) importantly, following the use of only normal controls rather than both cases and controls for ranking genes by t scores. Secondly, we examined the possibility that some regions may actually have a greater Type 1-Type 2 difference than the other regions, and different samples may have different regional differences. To this end, we calculated additional versions of ASR by using (1) the same ten Type 1 samples and the same 14 Type 2 samples to determine the informativeness of genes in all six regions; (2) combined all six regions (more than 1200 chips) in designating the canonical samples on the two extremes, defining most informative genes, and calculating ASR across all 1200 samples (all regions together). These alternative versions did not significantly alter the ASR patterns across samples and regions, and did not explain most of the observed regional differences. 

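One PCA and one ranking over the 1158 arrays of all regions changed the ASR of an array with an SD of 0.0850 to 0.426 over the regions. The ratio of regional to site differences was then 1.68 (95% interval 1.56 to 1.85), from an SD of 1.17 between regions and 0.698 between sites. With batch centring the ASR changed with an SD of 0.172 to 1.13, the largest in AMY, and the ratio was 1.86 (1.71 to 2.05).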

Thirdly, with our 700-gene Illumina data, we were able to compare the ASRs based on data from two different platforms. For each sample, we averaged the Affymetrix ASR values from two sites to obtain the six values for six regions, and calculated their correlation to the corresponding six ASR values from the Illumina data. We obtained 67 such correlations in 67 samples for which we had both the Affymetrix and Illumina data. Of these 67, 58 correlations were above 0.33, 43 were above 0.67, and 28 were above 0.8, with most of the smaller correlations explained by very low between-region variations, that is, when the six scores are similar to begin with for a given sample, it is more difficult to observe a highly correlated pattern for this sample in a different platform.

## Discussion

Many gene expression analyses have shown that agonal stress at the time of death can significantly alter expression patterns in postmortem tissues [29-33]. Because of this, comparative studies that rely on postmortem material must take every precaution to ensure that cases and controls are properly balanced with regard to this well-established confounder. What remains unclear, however, is to what extent residual imbalance still accounts for the most significant findings. The study presented here is motivated by two considerations. First, a dichotomous classification of good-quality versus bad-quality samples is often inadequate in assuring that cases and controls are well matched among the "good samples". Secondly, clinical variables such as AFS and continuous variables such as tissue pH have several practical limitations, both in terms of accuracy and in their inability to assess each brain region separately. To address these concerns, we developed a rating metric to infer agonal stress based on expression data, and strongly advocated a conservative approach that uses these empirical ratings to select a homogeneous group or to balance cases and controls. The adoption of continuous ratings instead of the more commonly used categorical assignment is expected to bring several advantages: providing a more reliable measurement of underlying heterogeneity that does not show natural boundaries, retaining important information regarding sub-threshold variability, and allowing flexible integration with other variables.

### Between-region differences

Our results revealed striking between-region differences in stress outcome. This complexity presents additional challenges to gene expression analyses of the brain, especially if the goal is to not only study each region separately, but also to study biological regulation across brain regions, as well as their disruption in the diseased state. During our initial analysis, we had hoped that all regions of the same brain would have a similar stress profile, making it possible to use one or more regions as the same-subject control for the other regions. In this scheme, between-region differences in gene expression, instead of gene expression levels in each region separately, are compared between cases and controls, under the assumption that agonal stress is acting more extensively across the entire brain, whereas expression signatures of psychiatric disorders are restricted in some regions. This approach is reminiscent of the genetic method of using family controls to remove the impact of population structure. Our analysis, however, revealed considerable heterogeneity between brain regions in stress-related expression patterns, suggesting that this between-region analysis method is still problematic and requires further investigation.

### The need for a conservative approach

One of the concerns in adopting this approach is that gene expression changes in response to near-death conditions may overlap with those affected by chronic psychiatric states. If the Agonal Stress Ratings reflect the blending of both effects, how do we know whether we have under- or over-corrected the main effect of interest? Unfortunately, at the present time we do not know many genes or pathways that are clearly and reproducibly altered by major depression and bipolar disorder; as a result we currently do not have a definitive set of "true positives" to fine-tune the stringency of the sample matching strategy. To address this type of question would require a sufficiently large collection of samples to directly investigate whether patients of mental disorders are more likely than the healthy controls to have more severe terminal stress, lower tissue pH values, and more pronounced changes in gene expression patterns. When the sample size is below or near 100, as is currently the norm in expression profiling of human brains, a study is not properly powered to formally answer this question, and the gene expression signature due to mental disorders, if it overlaps with that due to agonal stress, will be easily obscured. However, despite this uncertainty, it is widely recognized that the effects due to agonal stress usually have a much more potent influence on gene expression patterns than do mental disorders. In such a situation, the chance of finding false positives due to residual imbalance is quite high. A continuous, quantitative rating system, like the ASR that we developed here, can greatly reduce the number of false positives in such studies by allowing a quantitative assessment of the broadly recognizable outcome of the most prominent confounder. By applying the ASR, it remains possible to detect a true signal for psychiatric disorders as long as it is strong enough or sufficiently independent of the confounding effect, particularly if the disease related changes involve a small number of transcripts whereas the agonal conditions usually affect a large number of genes [6]. In essence, the practice of sample matching by data-derived indices constitutes a higher standard for a "true positive", requiring that its main effect (for psychiatric disorders) to rise above its potential colinearity with the major extraneous covariates (changes due to agonal stress). The situation is analogous to the case of a genetic association study of, for example, cardiovascular disorders, where the goal is typically to detect genetic association with the disease while adjusting for the traditional risk factors, such as blood pressure, diabetes, body-mass index, and serum levels of HDL and triglyceride [34]. Because these traditional risk factors are also influenced by genetic variation, making such corrections constitutes a more focused goal: to discover genetic contribution to the disease *independent of the genetic basis of the other risk factors*, even though in the long run it is ideal to be able to study all the contributing factors in conjunction with each other. By the same token, the near-term goal of our study is to discover gene expression signatures of psychiatric disorders independent of gene expression changes due to confounding factors, especially when these factors (stress at death) are not likely to be closely related to the biology of mental illness.

### Conventional versus empirical indicators

In this study, we found that the Agonal Stress Ratings are sometimes at odds with tissue pH values or clinically-recorded medical factors. These indices, though useful in most situations, have several shortcomings when serving as surrogates for the underlying biological heterogeneity. First, different brain regions may carry different stress outcomes, while pH values were usually measured in one region. Likewise, the clinical indicators do not inform regional heterogeneity. Secondly, these conventional variables inevitably contain measurement errors or incomplete information. Thirdly, brain pH is both the outcome of prior episodes of stress and the trigger for subsequent physiological responses. As a result, even if pH is measured in all regions, and even if pH is similar across regions [32], the samples that have similar pH are still not likely to have a uniform stress-induced gene expression profile. For these reasons, we recommend using ASR as a primary criterion in sample selection and sample matching, analogous to using inferred ancestry in genetic association studies [15].

It is also important to point out that the tissue pH measurements and clinical records are still of immense value in sample matching. They provide biological meaning to the ASR values, and allow an integrated strategy that combines these different indicators in sample selection [35]. We believe that future studies need to continue collecting clinical information as extensively as possible, and if feasible, measure pH in multiple brain regions to directly assess regional differences of degree of stress.

### Assumption of neutrality

An implicit assumption of using inferred ancestry to control population stratification in genetic studies is that most of the genetic markers tested are phenotypically neutral; that is, not associated with the disease under study. Under this assumption, when data have been collected for a large number of loci (that is, not just for a few candidate genes), the majority of these loci can be used to infer population structure [14,16,36,37]. Alternatively, they can be used as Genomic Control loci to detect over-dispersion of the standard test statistics due to stratification [38-40]. This assumption of neutrality generally holds when we expect to detect large or moderate signals of association for only a small number of causative genes. In gene expression analysis, however, it is possible that a considerable proportion of the transcripts are affected both by the extraneous confounders such as agonal stress and by the disease being studied. As a result, some of the genes used to infer agonal stress may also be associated with the disease, making it difficult to separate the two effects. However, this apparent difference between genetic and gene expression studies depends on the actual context of the study. Population stratification can be a very strong confounder for traits or diseases that have subtle genetic effects but large population differentiation (in incidence rates as well as in allele frequencies), or are studied in recently admixed population where chromosomal segments of defined ancestry can be as long as 5 cM [41]. In these situations, a substantial fraction of genetic markers may show weak association, while most of such signals may disappear after correcting for inferred individual ancestry or locus-specific ancestry. For both gene expression and genetic studies, using the data *per se *to detect sample heterogeneity is a practically useful yet ultimately exploratory method, especially when true positives are not known beforehand.

### Model considerations and the need for canonical patterns

In inferring individual ancestry from genetic data, it is helpful to know the genetic profile of the putative ancestral populations, for example, the allele frequencies determined from samples that represent the progenitors of the admixed individuals. Without these "pure" canonical profiles, while it is still theoretically possible to simultaneously determine both the canonical ancestral patterns and the mixing ratios of each sampled individual, the results are less reliable and often improperly scaled [16]. Similarly, our strategy to derive Agonal Stress Ratings relies on having obtained data for both "normal" tissues and severely stressed tissues. These opposing extremes serve as the two reference points to measure the grades of membership in between. Hypothetically, in a different study, if none of the samples (or too few of them) are from the severely stressed low-pH samples, the canonical signature of the confounder (or the principal components) would be much less precisely defined. However, even when the absolute values of ASR only scale from "normal" to mildly stressed, the relative ratings among samples can still be used as the empirical basis for sample matching, or as the basis for a variety of *post hoc *strategies, such as stratified analysis, or incorporating covariates in regression analysis. We have found that the main differences due to agonal stress can be robustly observed, i.e., are highly similar between study sites and across two microarray platforms. This means that the canonical patterns that we describe here, featuring prominently energy metabolism genes and stress response pathways, can be transferred to other studies of postmortem tissues even if these studies characterized a narrower range of the confounding effect. In Additional files 3 and 6 we provide the genes most strongly affected in our dataset; these genes can be used as informative stress markers for pre-evaluating future sample collections, even before microarray experiments. The parallel example in genetic studies is that one can profile the genetic signature for a few major continent groups (such as in the International HapMap Project) and use this information repeatedly to infer admixture in individuals from a heterogeneous population such as the African Americans, sometime by using a small number of most informative genetic markers [26]. We also wish to emphasize that using only the controls to define the two canonical expression patterns did not change the ASR ratings in any meaningful way, reflecting the fact that the case-control differences are far subtler than the stress-related differences.

The situation would be much simpler if the mixing ratios are known by other, independent methods, or if the canonical patterns were profiled in independent studies. Such an "expression signature bank" can be established by studying the response to controlled stress treatment in animal models, or by analyzing "pure" classes of brain cells, such as laser-captured defined cell populations. Stuart et al. [42] gave an example where the mixing ratio is known for tumor samples when tissue pathologists reported *a priori *the fractional composition of different cell types in each sample. Conversely, Lu et al. [43] used expression data for synchronized yeast cells in defined phases to infer mixing ratios of asynchronized samples–this is a case where the basic patterns were known, with mixing ratios being the target of inference. When neither is known, as in our case, the solution cannot be arrived at analytically but can be optimized iteratively. For example, several methodology studies [44-46] have implemented variants of the Expectation-Maximizing (EM) algorithm to simultaneous search for the unknown canonical patterns and the unknown mixing ratios in gene expression data. Similar methods, including ones involving Markov Chain Monte Carlo methods, have been developed for inferring individual's genetic ancestry [14,16,47]. In our dataset, as the principal pattern is relatively strong, we expect the result to converge quickly and decide to adopt a simple definition of ASR. In more complicated situations, for example, when the second or higher Principal Components can be interpreted as signatures of other confounders such as age, medication, or cell types, it would be important to apply these more sophisticated algorithms.

## Conclusion

In this study we developed an Agonal Stress Rating (ASR) system that evaluates each sample's degree of stress based on gene expression data, and used ASRs in *post hoc *sample matching. We found that ASR-based matching provides tighter control of the agonal effect than by using pH. We also found that different brain regions exhibited different stress outcomes and that such regional patterns also varied between individuals. Our results once again highlight one of the main challenges in gene expression studies of psychiatric disorders: transcript levels are under the influence of a large number of confounding factors. Agonal stress undoubtedly plays a major role; as a result the stress-related, pH-sensitive genes or pathways are prone to appear as the top findings in case-control comparisons. We propose to adopt a conservative approach for the genes and pathways that are clearly altered by the confounding factors, even if it is possible that they are also influenced by the disease of interest. Deriving an ASR from gene expression data and using it for sample matching is one example of such an approach. This approach involves using continuous ratings as opposed to categorical assignments, thus represents an early attempt to apply graded classification methods to a sample heterogeneity problem for brain tissues, similar to the application of dimensional models in psychiatric diagnosis. In practice, we believe that this method can and should be expanded to the characterization of other sources of biological variation, such as medication, age, and cell-type composition of the dissected brain tissues. Drug use by psychiatric patients is likely to affect gene expression, regardless whether the medication was effective in treating the disease or not. But medication history is one of the most elusive aspects of clinical information to accurately record and quantify. Likewise, an individual's chronological age may vary greatly from the actual physiological age of the tissue under study, while the neuronal-glial ratios of the dissected tissues may also vary from brain region to brain region, from subject to subject. Proper monitoring of these additional sources of phenotypic variation is an important prerequisite for the eventual identification of the true gene expression signature of mental disorders, and in this regard, animal models of either drug treatment or stress, independently applied, in the absence of psychiatric history and genetic heterogeneity, represents a powerful alternative strategy for defining canonical expression patterns and assessing their relative contributions.

## Methods

Sample acquisition, RNA labeling, and microarray hybridization were carried out as described previously [6,48]. We used RMA [49] to obtain the probe set summary values for the Affymetrix U133A and U133Plus_2 Genechips. We removed chips that were clearly outliers, or failed the "gender-test", in which we confirm that Y-chromosome transcripts are only detected in male samples. The entire dataset, consisting 1218 Genechips, has been deposited to the Gene Expression Omnibus [50] with the Accession Number GSE6306.

Since the original Affymetrix probe definitions require frequent updates, and are known to contain errors and redundancies, we developed a custom probe definition method that involves re-annotating all Affymetrix probes by sequence alignment to the most recent build of genomic DNA sequences and a variety of transcribed sequence collections, including Unigene, Refseq, ENSEMBL Genes/Transcripts/Exons, and Entrez, etc [51]. For each of these transcript definition systems, the probes that could be uniquely assigned to their transcript targets were assembled in custom Channel Definition Files (CDF files) as individual probe sets, which assumed the names of the matched transcripts, thus replacing the Affymetrix probe set ID's. The analysis presented here used the third generation of our Unigene-based CDF files, which were based on Unigene Build 176. The CDF files can be downloaded for free at [52].

We calculated chip-chip correlation in each region by using RMA summaries values and defined blocks by visual inspection of the correlation heatmaps. Logged expression values for each gene were centered within each block. Median centered values were used for the Principal Component Analysis, whereby the PC1 scores were used to rank samples so that a proportion of samples at one extreme were designated canonical Type 1 samples, while a proportion of samples at the other extreme were designated canonical Type 2 samples. These two groups of samples were compared by the Student's t test, so that all genes can be ranked by the t scores. The ASR of each sample is then calculated as the "distance" to canonical Type 1 pattern minus its distance to the canonical Type 2 pattern by using a proportion of the genes with the largest absolute t scores. A range of parameter values were tested, including different proportion of samples used to define canonical patterns, different number of genes used for calculating ASRs, and different measured of chip-chip distance. For example, most results in this report were based on using approximately 20% of samples at each extreme of PC1 scores, 25% of the genes of largest t scores, and Pearson's correlation as distance measures. The nearest Shrunken Centroid Classification was carried out by using the Predictive Analysis of Microarrays (PAM) package in R. All R scripts used in the analysis are available from the authors.

The Illumina custom Beadchips were designed to cover ~700 transcripts that represent both biologically candidate genes and preliminary Affymetrix results to be validated. Sample labeling and hybridization were performed according to manufacturer's specifications. In all, about 67 samples were analyzed in each brain region, except for AMY, which we analyzed only 54 samples. All of the nearly 400 RNA samples were randomized with regard to cohort and region. The calculation of ASRs was carried out in a similar fashion as with the Affymetrix data except that there were only 700 genes used in the analysis.

## Abbreviations

AnCg, anterior cingulate cortex; DLPFC, dorsal lateral prefrontal cortex; AMY, amygdala; HC, hippocampus; CB, cerebellum; NACC, nucleus accumben

## Competing interests

The authors are members of the Pritzker Neuropsychiatric Disorders Research Consortium, supported by the Pritzker Neuropsychiatric Disorders Research Fund L.L.C. There exists a shared intellectual property agreement between the academic and philanthropic entities of the consortium for potential findings.

## Authors' contributions

SJE, PVC, MPV supervised the collection of gene expression data by using the Affymetrix Genechips. LT, VS, TC collected gene expression data by using the Illumina custom Beadchips. FM and SJW developed data management and analysis infrastructure and the Affymetrix custom CDF files. DW and WEB collected and compiled sample information that includes diagnosis, agonal stress and other clinical/demographic variables. MPV and WEB collected brain pH data. JL developed the analysis method in this work and performed the statistical analyses. JL and RMM wrote the manuscript. SJE, PVC, HT, MPV, WEB, EGJ, HA, SJW participated in data analysis and drafting of the manuscript. WEB, EGJ, HA, SJW, RMM conceived, coordinated, and supervised the overall study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Technical batch effects. a. The color-coded correlation matrix among the same 201 AnCg samples as in Figure 1a, but calculated by using only the 68 control probe sets targeting spiked-in *E. coli *transcripts. Sample order was the same as in Figure 1a. b. Similar correlation heatmap based on 700-gene Illumina data. Samples were ordered by Cohort. c. Correlation matrix among 24 chips that represented eight samples ran three times each. The first time (samples 1–8 counting from lower left) was on U133A chips; the next two times were on U133_Plus2 chips. Shown are results after median centering of the chip-type blocks. The off-diagonal lines of high similarity are for the three replicate chips of the same samples, indicating that sample-sample differences were reproducibly measured across two chip types after removing the block effect. Click here for file

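The 23 human control probe sets include pairs at the 3′ and 5′ ends of GAPDH, a glycolytic enzyme, and ACTB, a cytoskeletal actin. In AnCg the 3′ probe set lay above the 5′ probe set by a median of 1.04 log2 for GAPDH and 2.52 log2 for ACTB as deposited, over 201 arrays. In AnCg the mean difference of the 2 genes fell as the ASR of the same region rose, with r = -0.732 (108 subjects, permutation p = 1e-05, the smallest that 1e+05 permutations allow) and rho = -0.718. In each region this ASR came from the same arrays as the control probe sets, so variation between arrays enters both and the relation is not independent. Without the 2 farthest subjects r was -0.724, and within the 6 cohorts it ranged from -0.824 to -0.531. The difference changed by -0.28 log2 per unit of ASR. In HC r was -0.576 (rho = -0.698, 96 subjects), in CB -0.555 (rho = -0.560, 105 subjects) and in NACC -0.638 (rho = -0.652, 99 subjects). DLPFC had r = -0.554 (rho = -0.723, 124 subjects) and AMY had r = -0.668 (rho = -0.597, 69 subjects). Without the 2 farthest subjects these were -0.569, -0.528, -0.619, -0.555 and -0.642 in the order given, and the within-cohort medians were -0.603, -0.593, -0.770, -0.684 and -0.742. All 18 relations computed for GAPDH, ACTB and their mean had an adjusted p of 1e-05.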

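DLPFC RNA of 8 subjects of 1 cohort had been run on 24 arrays. Block-centred values of the same subject on the 2 chip types correlated with a mean r of 0.541 (SD 0.187, 16 pairs), and arrays of different subjects with 0.120 (SD 0.183, 112 pairs). On U133Plus_2 arrays alone the same subject had a mean r of 0.651 (SD 0.160, 8 pairs) and different subjects 0.218 (SD 0.191, 112 pairs). As deposited, the same subject had 0.990 between chip types, with 0.978 for different subjects.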

Additional file 2 Heatmap of normalized expression levels for "top 25%" genes in 201 AnCg samples. Shown are log-transformed, normalized expression levels of 3184 transcripts across 201 AnCg samples. These genes have the highest 25% of Type 1- Type 2 absolute t scores, and have been used to calculate the sample-sample correlations shown in Figure 3, upper left panel. The genes are ordered from left to right by their coefficients in the first principal component (i.e., each gene's "loading" in the first eigenvector), whereas the samples are ordered from top to bottom by their first principal component scores. The color scale is for log2 values of -3 (8-fold lower expression) to 3 (8-fold higher), with some values in the upper left corner being greater than 3. These saturated values were shown in brown. Click here for file

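The first 25% of genes in AnCg held 3163 probe sets, with absolute t scores of 7.66 to 30.9 between 40 arrays at each end. Because the ends were chosen on the same values, the scores serve for ranking only.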

Additional file 3 Expression levels of 3841 most changed genes. Normalized expression levels for 3841 genes in 201 samples as shown in Additional File 2. Samples and genes are ordered by PC results, and formatted in Treeview format. Click here for file

Additional file 4 Cross-validation errors in classifying samples. Number of cross-validation errors as a function of number of genes used in the nearest Shrunken Centroid classification [25] where the 201 AnCg samples were analyzed, and the Type 1-Type 2 designations were taken as known. Lower panel showed the errors for Type 1 and Type 2 samples separately. Click here for file

Additional file 5 Comparison of Type 1-Type 2 differences across brain regions. Scatter plots of t scores for 12,734 transcripts on the U133A chips across six regions, showing that the Type-1 versus Type-2 comparisons in these brain regions are highly correlated. The t scores are calculated by comparing about 20% strongest Type 1 samples against about 20% strongest Type 2 samples in each region. The samples are ranked by a Principal Component Analysis by using all transcripts. Click here for file

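Pairwise correlations of the t scores were 0.958 for AnCg and DLPFC, 0.901 for AnCg and HC, 0.881 for AnCg and NACC and 0.796 for AnCg and AMY. They were 0.898 for DLPFC and HC, 0.885 for DLPFC and NACC, 0.804 for DLPFC and AMY, 0.883 for AMY and HC, 0.835 for AMY and NACC and 0.901 for HC and NACC. CB had 0.768 with AnCg, 0.768 with DLPFC, 0.739 with AMY, 0.786 with HC and 0.766 with NACC. The genes of a pair are not independent replicates, and no p is given.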

Additional file 6 Most strongly changed genes upon agonal stress. The spreadsheet "1000Up_LowpH" listed 1000 most strongly up-regulated genes among the Type-2, low-pH samples and their t scores in five regions. The second spreadsheet "1000Down_LowpH" listed the corresponding 1000 most strongly down-regulated transcripts. The Unigene ID's are from Unigene Build 176. Click here for file

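Of 987 probe sets on the list of the study that rises in low-pH samples, 83 were among the 1000 with the highest mean rank over the 5 regions, where 78.0 would be there by chance. In AnCg 95.0% of 971 listed probe sets had a t score of the same sign as in the study, in DLPFC 92.4%, in NACC 86.2%, in HC 78.1% and in AMY 57.1%. Of 949 on the opposite list 88.7% had the same sign in AnCg, 88.5% in DLPFC, 87.9% in HC, 87.7% in NACC and 83.6% in AMY. The direction of PC1 in each region was set with the first list, which turns the signs of all genes, those of the opposite list included. Both lists were drawn from these same arrays. Agreement of signs was therefore favoured beforehand for both, and none of these shares is independent evidence. After quantile normalisation, chosen after this count was seen, 614 of the 987 were among the 1000.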

How the deposited data were processed for this re-analysis (not part of the article)

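The values analysed were the log2 probe set values deposited by the authors for 1218 arrays. The paper names RMA and the notes of the submitters name GCRMA, for which no version is given. Probe sets followed a custom grouping of the oligonucleotides by Unigene Build 176, with 12734 per array, of which 12666 target genes and 68 are controls (45 bacterial and phage, 23 human). Gene symbols came from the deposited platform annotation, and 14 gene probe sets were left out of all tests. Of the 12652 tested, 11350 carry 1 symbol, 176 carry several and 1126 carry none, and the last 2 groups were tested but not named. Of those tested, 11318 were matched to RefSeq genes of GRCh38. Members of the gene lists were matched by current symbol or by a listed earlier symbol, and each probe set was tested on its own.

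The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. No raw intensities were reprocessed. Of the arrays, 58 labelled Outlier and 2 without a block were left out. Each gene was centred on the median of its labelled block in each region, and a principal component analysis was run per region. The 20% of arrays at each end of PC1 were contrasted by Student's t, and the ASR was computed over the first 25% of genes by absolute t score. These t scores rank genes and carry no p.

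Genes were tested on the mean block-centred value of each subject against the mean ASR of that subject in the other regions, with limma and a variance trend over the mean deposited level. This form of the trend replaced one over the centred values after the first fit, and the earlier form is among the alternatives. The p-values were adjusted by the method of Benjamini and Hochberg. Gene lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, and adjusted over 126 tests (21 lists in 6 regions). Of these, 80 passed camera, 69 rising and 11 falling with the ASR, and 95 passed fry, 59 rising and 36 falling. Correlations across subjects were tested with 1e+05 permutations. The lists of genes, the rule for naming genes and a set of other settings were fixed before the data were examined, while the form of the variance trend and the settings given below as added were not.

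Genes named are, in each region, the 8 with the largest positive and the 8 with the largest negative slope among those past the threshold with the same sign at each site, the 3 members of each list with the largest absolute slope, the 8 with the highest and lowest mean t score in the tables of the study, and for CB against AnCg the 8 largest in each direction and the members of the 2 regional marker lists. A selection of these is printed. The values of the study had been seen when its tables were used.

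Alternatives covered the number of genes and of arrays at the ends, the distance, the centring, the chip type, the cohort, the minimum level and the labelled outliers. Batches of site, chip type and cohort in place of blocks, quantile normalisation, the 3′ to 5′ difference, marker means as covariates and a filter that leaves out the 50% of genes with the lowest level were added after the first results were seen. Exceptions are the between-site correlation and the block factor, for which batches were set beforehand. The number of arrays limits precision. On simulated data with a slope of 0.3 added to 100 genes in AnCg, 96 were recovered, and 66 with a slope of 0.15, with 11 false calls. The simulated genes varied independently, unlike real ones, so the 11 do not measure false calls in the real data. There, random assignments of the ASR called up to 3849 genes in AMY. The labels hold no tissue pH, agonal factor, diagnosis or Type, so statements on these were not analysed. Diagnosis, sex and age were not used, and individual subjects were not described.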

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

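The tests of quantile normalisation, of the block labels of CB, and of random assignments for the slope differences in DLPFC, HC, NACC and AMY and for the CB block sets were chosen only after the results were seen, while the 3′ to 5′ and marker covariates were added after the first results with their tests set down before they were run.

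Differences between groups were found in the slopes of genes on the ASR, tested as an interaction of region and ASR. Against AnCg, 6815 genes differed in CB, 1228 in NACC, 640 in HC, 96 in AMY and 83 in DLPFC. A signal in data the paper does not report on was the 3′ to 5′ difference of the human GAPDH and ACTB controls. On the same arrays it fell as the ASR of the same region rose, with r = -0.732 in AnCg, -0.554 in DLPFC, -0.668 in AMY, -0.576 in HC, -0.555 in CB and -0.638 in NACC. Another was the ASR of NACC arrays labelled Outlier, which followed that of the other arrays of the same subjects with r = 0.747 (23 subjects, adjusted p = 0.00034, rho = 0.709, 0.690 without the 2 farthest subjects, 0.824 within 1 cohort). In DLPFC the corresponding r was 0.0453 (16 subjects, p = 0.867).

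The first pattern weighed is that 10000 genes in AnCg followed the ASR of the other regions, of which 99.2% stayed called with cohort as a covariate. The AnCg values had already been centred on blocks that divided no batch of site, chip type and cohort. The covariate could therefore act only on cohort differences that the centring had left. The test argues against those alone and cannot decide on cohort beyond them. With the 3′ to 5′ difference as a covariate 18.1% stayed called, the median slope toward its own direction going from 0.11 (SE 0.03) to 0.04 (SE 0.04), and with neuron and oligodendrocyte marker means 17.5% did, at 0.01 (SE 0.03). The 3′ to 5′ covariate left 84.8% of calls in HC (0.12, SE 0.03, to 0.09, SE 0.03), 68.3% in NACC (0.10, SE 0.02, to 0.07, SE 0.03), 59.0% in DLPFC (0.08, SE 0.02, to 0.04, SE 0.02), 2.97% in AMY (0.09, SE 0.02, to 0.04, SE 0.03) and 0 of 441 genes in CB (limma, 2014 at an unadjusted p under 0.05). In CB the median slope went from 0.104 (SE 0.029) to 0.088 (SE 0.027), and the calls ended because they lay near the threshold, the lowest adjusted p going from 0.0188 to 0.0785, so their loss does not speak for RNA degradation in CB. In AnCg the calls ended because slopes shrank while standard errors did not, so RNA degradation and the cell makeup of the dissected tissue may account for a part of the pattern in that region. Values that go the other way for RNA degradation are the calls that stood with its covariate in HC and NACC (1.54% and 8.62% stood with the marker means) and the gene lists. With that covariate 82 of 126 list tests passed camera against 80 without it, 16 of 21 in AnCg against 15, among them oxidative phosphorylation (adjusted p = 3.0e-26), neuron markers (2.0e-12) and astrocyte markers (4.5e-09), at 0.0839, 0.108 and 0.159 with an estimated correlation. These lists did not pass with an estimated correlation and rank genes against each other, so the size of the part is left open. After quantile normalisation 59.9% stayed called with the same sign, so the share of the pattern that comes with the signal range of the arrays cannot be told apart from expression by this test, and no biological explanation was tested because the labels hold no measure of stress.

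The second pattern is that the ASR differed between regions of the same brain. On disjoint sets of arrays the regional difference recurred with a mean r of 0.631, which argues against labelling and hybridization as its sole origin. Neuron and oligodendrocyte markers on other arrays took up 26.7% of its variance on average (SD 15.8 over 15 pairs of regions, from 4.79% to 57.4%), so the cell makeup of the dissected tissue and the biology of the regions cannot be told apart. For the weak relation of CB to the other regions, the block labels may be the source, as the mean r of its 5 pairs was 0.541 with batch centring.

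The third pattern is the 6815 genes whose slope differed between CB and AnCg. Of these 32.6% lay in the lowest 25% of level in CB or AnCg, as did 29.6% of all tested genes, so low signal is not the whole source, although 59.4% of such genes were called against 51.5% of the others. On the arrays of UC Irvine alone, a part of those used, 99.2% kept their sign and 35.8% stayed called, the median difference going from 0.10 (SE 0.03) to 0.07 (SE 0.03), which argues against site as the whole cause but leaves a share open. These arrays came from 87 subjects, while 68 had both regions on U133A arrays there. Both chip types were thus among them, and the test cannot decide on chip type. With batch centring 97.6% kept their sign and 32.5% stayed called with the same sign, the median difference going to 0.05 (SE 0.03), so the block labels of CB may enlarge the differences and are not shown to be their whole cause either. Calls ended in both because the differences shrank, and a difference between the tissues stays open and was not tested apart.

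In 100 assignments of the ASR to subjects, the real one included, chance can be excluded for the genes following the ASR in AnCg (10000 real, 1 the highest other, 1 assignment as large), DLPFC (9184 and 3071), AMY (7767 and 3849), HC (9530 and 0) and NACC (8991 and 2395). In CB, with 441 real genes, 2 of 100 assignments reached as many, the real one included, and the highest other had 1397, so chance is not excluded there. For slope differences against AnCg chance can be excluded in CB (6815 and 1), DLPFC (83 and 1), NACC (1228 and 1) and AMY (96 and 7). In HC 640 genes were called with the real assignment, 2 of 100 reached as many and the highest other had 1915, so chance is not excluded there. The rule set down for these tests counted assignments and would have excluded chance in CB and HC as well. A stricter reading is taken for both, because another assignment called more genes than the real one. In CB and HC the highest assignment called about 3 times the real count, which points to a structure of the samples, whose nature was not tested. Chance can likewise be excluded for the levels of CB against AnCg (3368 and 604). The real count was also above the highest other for the CB block sets (8303 and 3874) and the block factor in AnCg (12331 and 4387). The paper drew the blocks by eye from correlations of these same arrays. Higher counts for the real blocks were therefore favoured beforehand, and no conclusion on chance is drawn from them.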

How the results depend on the processing

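Settings with batches of site, chip type and cohort, quantile normalisation, the 50% of genes with the lowest level left out, the 3′ to 5′ covariate and marker covariates were chosen only after the results were seen. Batches for the between-site correlation and the block factor were set beforehand. Of the planned settings, 111 left a summary result near its reported value and 12 moved it, and of the added ones 33 and 23. A count was near if within 1.5 times the reported one, and another value if of the same sign and within an SD. A result that stayed near can still have changed within that tolerance. For the slopes of 81 named pairs of gene and region, 696 planned and 408 added settings left the gene on its side of the threshold, 18 and 61 lost the call with the same direction, 2 and 2 gained it, and 1 and 4 reversed the direction. Of the lost calls 20 came with the 3′ to 5′ covariate, 30 with marker covariates and 7 with the variance trend over the means of the centred values, the form first used, which the reported form replaced after the first fit, and in CB 12 planned and 14 added settings lost a call. Reversed were STOM in CB (0.046 with PC1, 0.146 with marker covariates), ADM (0.107), SYT1 (-0.092) and SLC17A7 (-0.032) in AnCg with marker covariates, none of them called there. SYT1, like other named neuron and oligodendrocyte markers, is part of the means used as covariates. Changes in the slopes of such genes with these covariates were therefore favoured beforehand. The number called in AnCg ran from 7226 to 10194 over the 9 planned settings, in DLPFC from 6693 to 9986, in AMY from 5283 to 8431, in HC from 6856 to 9564 and in NACC from 6550 to 9206, each within 1.5 times the reported count. In CB the count was 209 with the ASR from 5% of genes, 1571 with PC1, 8791 without centring, 0 with block means (limma, 922 at an unadjusted p under 0.05), 24 with labelled outliers included, 1241 on U133A arrays, 8759 with batch centring and 127 with quantile normalisation, which gave 3323 in AMY. With the 3′ to 5′ covariate it was 1866 in AnCg, 5917 in DLPFC, 234 in AMY, 8389 in HC, 6284 in NACC and 0 in CB (limma, 2014 at an unadjusted p under 0.05, median slope of the 441 genes from 0.104 to 0.088), and with marker covariates 2144, 748, 319, 163, 0 and 841 in AnCg, DLPFC, AMY, HC, CB and NACC (limma, 774 in CB at an unadjusted p under 0.05, median slope 0.049). Leaving out that 50%, fewer genes were tested and 4665, 4306, 3070, 4360 and 4180 passed in AnCg, DLPFC, AMY, HC and NACC. Slopes differed between CB and AnCg for 2606 genes at UC Irvine alone (fewer arrays) and 2576 with batch centring. With an estimated correlation 0 of 126 list tests passed camera (43 at an unadjusted p under 0.05), while fry passed 95. The block factor passed 2085 genes on block-centred values, between-site r in AnCg was 0.988 without centring, PC1 held 37.9% with 1 mean per subject, and t scores had a mean r of 0.714 after quantile normalisation. The overlap with the list of the study was 614 after quantile normalisation (78.0 by chance), and 414 without the lowest 50% of level and 699 with both (143 by chance). For CB against AnCg 9683 genes passed without a minimum difference. Except where fewer genes or arrays were tested, the cause was not tested. Signal over background limits the depth, and the median deposited value was 3.69 log2.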

Differences from the paper's values

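Quantile normalisation and the filter on the lowest 50% of level were chosen only after the values were seen.

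For AnCg the paper reports that the block factor explains a median of 2.5% of variance, where the value here was 29.4%, and that 56% of genes pass, where 97.5% did. Of the alternatives set before the data were examined, the median share came to 2.92% on block-centred values, within 1.5 times the paper's value but made small by the centring itself, and to 4.56% with the block number as a numeric term of 1 degree of freedom, 6.25% with site alone and 31.9% with batches, which differ from it. The share of genes that pass was 68.0% with the numeric term and 72.0% with site alone, within 1.5 times the paper's value, and 96.6% with batches and 16.5% on block-centred values, which differ.

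The list of the study of genes that rise in low-pH samples shared 83 of 987 probe sets with the 1000 highest mean ranks here, where chance gives 78.0. After quantile normalisation, chosen after the values were seen, it shared 614, and when the lowest 50% of genes by level was also left out, again chosen after the values were seen, it shared 699, where chance gives 143, a filter that drops 80 of the 987.

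The paper states that intermediate ratings are more stretched with the smaller set of genes. In DLPFC, AMY, CB and NACC the spread relative to the distance between the ends was larger with 5% of genes, and in AnCg (44.9% to 43.3%) and HC (58.0% to 54.5%) it was smaller, so the tally is 4 of 6 regions in the stated direction. The tally rests on this scaling. Unscaled, the interquartile range widened in AMY (2.16 to 2.74) and CB (0.802 to 0.919) and narrowed in the other regions. The paper describes the control probe sets as bacterial, whereas 23 of the 68 target human sequences.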

Other observations

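Astrocyte markers fell with the ASR in 16 of 22 probe sets in AnCg, 19 in DLPFC and 18 in NACC (camera adjusted p = 0.0361, 0.00331 and 0.0125, and 0.666, 0.531 and 0.544 with an estimated correlation, so the lists do not pass that test). Their slope was higher in HC than in AnCg for 14 of 22 probe sets, and for 2 of 22 in AMY, although after quantile normalisation these markers fell in 15 probe sets in HC and 8 in AMY. Endothelial markers fell in AnCg in 17 of 19, in DLPFC and NACC in 16, in HC in 17 and in AMY in 11, where the list did not pass (camera adjusted p = 0.263), and in the other 4 regions it did not pass with an estimated correlation (adjusted p of 0.344 to 0.485). Oligodendrocyte markers rose with the ASR in 9 of 18 in NACC (camera adjusted p = 0.0275, 0.606 with an estimated correlation), and after quantile normalisation 1 rose and 4 fell.

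In CB, subjects were recorded in blocks 1 to 9 (70 subjects) or in blocks 10 to 15 (35 subjects), with 0 in both, and 9 of the 10 batches held at least 2 arrays of each set. The tests on these sets were chosen only after the result was seen. Transcripts of energy metabolism were lower in the second set, with 59 of 62 for oxidative phosphorylation, 23 of 26 for glycolysis, 25 of 29 for the proteasome and 16 of 17 for the vacuolar ATPase. Neuron markers were lower in 19 of 23 and cerebellar neuron markers in 13 of 20. Higher were 16 of 19 endothelial, 27 of 36 immune, 15 of 23 hypoxia response, 17 of 24 immediate early and 10 of 22 astrocyte probe sets. In all 8303 genes differed, 5684 higher and 2619 lower, and over all genes the difference correlated with the AnCg slopes at -0.749, the genes not being independent replicates. As the paper drew blocks from correlations of these arrays, a large number of differing genes was favoured beforehand. The mean ASR of the same subjects in the other regions was -1.18 (SD 0.692) in the second set and 0.473 (SD 0.551) in the first, a difference of -1.65 (permutation p = 1e-05, the smallest possible), lower in 6 of 6 cohorts by -2.10 to -1.11. With the values centred on batches, the mean r of the 5 pairs of regions with CB rose to 0.541, which is consistent with block labels in CB that follow the stress of the tissue in part.

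In AnCg the median slope was -0.04 for genes with a mean under 4 log2 and 0.20 for genes above 8 log2, and after quantile normalisation 0.00 and 0.04. Of 126 list tests 79 passed after quantile normalisation, 49 rising and 30 falling, and 62 passed both before and after it, of which 2 had opposite directions.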
